# Megakaryocytes transfer mitochondria to bone marrow mesenchymal stromal cells to lower platelet activation

**DOI:** 10.1172/JCI189801

**Published:** 2025-02-27

**Authors:** Chengjie Gao, Yitian Dai, Paul A. Spezza, Paul Boasiako, Alice Tang, Giselle Rasquinha, Hui Zhong, Bojing Shao, Yunfeng Liu, Patricia A. Shi, Cheryl A. Lobo, Xiuli An, Anqi Guo, William B. Mitchell, Deepa Manwani, Karina Yazdanbakhsh, Avital Mendelson

**Keywords:** Hematology, Stem cells, Bone marrow, Mouse stem cells, Platelets

## Abstract

Newly produced platelets acquire a low activation state, but whether the megakaryocyte plays a role in this outcome has not been fully uncovered. Mesenchymal stem cells (MSCs) were previously shown to promote platelet production and lower platelet activation. We found that healthy megakaryocytes transfer mitochondria to MSCs, which is mediated by connexin 43 (Cx43) gap junctions on MSCs and leads to platelets at a low energetic state with increased LYN activation, characteristic of resting platelets with increased LYN activation, characteristic of resting platelets. On the contrary, MSCs have a limited ability to transfer mitochondria to megakaryocytes. Sickle cell disease (SCD) is characterized by hemolytic anemia and results in heightened platelet activation, contributing to numerous disease complications. Platelets in SCD mice and human samples had a heightened energetic state with increased glycolysis. MSC exposure to heme in SCD led to decreased Cx43 expression and a reduced ability to uptake mitochondria from megakaryocytes. This prevented LYN activation in platelets and contributed to increased platelet activation at steady state. Altogether, our findings demonstrate an effect of hemolysis in the microenvironment leading to increased platelet activation in SCD. These findings have the potential to inspire new therapeutic targets to relieve thrombosis-related complications of SCD and other hemolytic conditions.

## Abstract 2

Megakaryocytes transfer mitochondria to MSCs leading to lower glycolysis and decreased platelet activation. In sickle cell disease, mitochondria transfer is reduced promoting heightened platelet activation.

## Introduction

The bone marrow niche for regulating megakaryocyte (MK) function and preventing platelet activation remains poorly understood. We recently identified a role for mesenchymal stem cells (MSCs) from both bone marrow and umbilical cord tissue, which can lower baseline platelet activation (1), though the mechanism remains unclear. Platelets in a skin wound healing model can transfer mitochondria to MSCs leading to a proangiogenic phenotype and enhanced tissue repair (2). While intercellular mitochondria transfer has been demonstrated between MSCs and various cell types, such as hematopoietic stem and progenitor cells, immune cells, or alveolar epithelia (3–7), whether mature MKs can also transfer mitochondria to MSCs, leading to the production of platelets with low baseline activation, has not been explored.

Sickle cell disease (SCD) is an inherited blood disorder, which results in the polymerization of hemoglobin S and sickling of red blood cells, leading to hemolysis along with thrombotic and inflammatory alterations (8–11). Heightened platelet activation in SCD is believed to contribute to numerous complications, including stroke, thromboembolism, and cardiovascular complications, among others (8, 12, 13). Platelet inhibition with aspirin treatment was investigated in preventing vaso-occlusion in SCD, but clinical trial results were mainly negative (14–16). A recent study identified reduced platelet aggregation following treatment with crizanlizumab (17), which targets P selectin on the surface of platelets and endothelial cells to prevent pain crises, though further investigation is ongoing to confirm its therapeutic benefits. A trial of P2Y_12_ inhibition with prasugrel also did not identify sufficient benefits for reducing vaso-occlusive crisis events (18). While primary clinical trials of ticagrelor P2Y_12_ inhibitor displayed promising results, phase III studies were halted due to lack of therapeutic benefit (19, 20). Thus, alternative antiplatelet and antithrombotic strategies for treating SCD are needed. Previously we found that SCD MSCs have severely impaired functionality, including decreased expression of hematopoietic maintenance genes and impaired self-renewal capacity (21). As a consequence, the ability of SCD MSCs to maintain hematopoietic stem cells in the bone marrow was also lowered (21). Whether SCD MSCs also have a reduced ability to communicate with MKs leading to increased platelet activation remains unknown.

Here, we examined the mechanism by which bone marrow–derived MSCs can promote low baseline platelet activation at steady state. We assessed mitochondrial transfer between MKs and MSCs, mediated by connexin 43 (Cx43) gap junctions, leading to metabolic changes among MKs and MSCs. This in turn translated to activation of LYN signaling and low baseline activation levels in platelets. MKs in SCD were also examined for their metabolic changes due to dysfunctional MSCs leading to increased platelet activation. Reducing baseline platelet activation in SCD could have cascading effects, resulting in lower inflammation and reduced complications of the disease.

## Results

### MKs transfer mitochondria to MSCs.

Given that platelet mitochondria serve functions in platelet activation, metabolism, and ATP production (22), we were interested to investigate whether changes to the mitochondria may occur at the MK level due to MSC-MK interactions. Primary murine wild-type MKs cultured together with wild-type murine MSCs were found to have reduced mitochondria content by mitotracker green analysis (Figure 1A). Human cord blood CD34^+^ cell–derived MKs cultured together with human bone marrow MSCs also showed reduced mitochondrial content following coculture (Figure 1B). MKs from murine MSC-MK cocultures were further found to have a lower *Nd1/Hk2* ratio by RT-PCR (Figure 1C) compared with MKs cultured alone, further confirming a reduced mitochondrial content. We examined the possibility of mitochondrial transfer occurring between MKs and MSCs using cells from a *PhAM-floxed;E2a-cre* mouse model in which mitochondria are fluorescently labeled with GFP (23). Coculture of wild-type MKs with *PhAM-floxed* MSCs was conducted to examine mitochondrial transfer from MSCs to MKs. This resulted in only a slight increase in GFP signal within cocultured MKs (Figure 1D). In a second coculture, we assessed whether there may be mitochondrial transfer occurring from MKs to MSCs using MKs from *PhAM-floxed;E2a-cre* mice with MSCs from wild-type mice. Surprisingly, we found a significant increase in GFP signal among wild-type MSCs from the coculture (Figure 1E and Supplemental Videos 1 and 2). Cultures were analyzed at 18 hours because a time-course study revealed mitochondrial transfer levels from MKs at this time point were among maximal levels (Supplemental Figure 1A). To further verify mitochondrial transfer, murine wild-type MKs were prelabeled with PKmito deep red mitochondria dye followed by coculture with wild-type MSCs. MKs and platelets from cocultures displayed a reduction in mitochondrial signal compared with MKs cultured alone (Supplemental Figure 1, B and C), while MSCs acquired mitochondrial signal from cocultured MKs (Supplemental Figure 1D). Importantly, isolated MKs and MSCs from cocultures remained pure and devoid of cross-contamination (Supplemental Figure 1, E–G). When MKs were pretreated with Oligomycin A to inhibit mitochondrial ATP synthetase, mitochondrial transfer to MSCs was abrogated (Supplemental Figure 1H). Overall, this suggests that MKs are transferring mitochondria to MSCs while MKs receive a minimal amount of mitochondria from MSCs. To examine mitochondrial uptake in vivo, we transplanted wild-type mice with bone marrow from *PhAM-floxed;E2a-cre* mice and transplanted *PhAM-floxed;E2a-cre* mice with bone marrow from wild-type mice (Figure 1F). Bone marrow MSC and MK GFP intensity in *PhAM-floxed* mice were comparable at baseline (Supplemental Figure 2A), and PhAM GFP^+^ signal could be clearly distinguished in comparison with wild-type mice (Supplemental Figure 2B). At 12 weeks after transplant, approximately 30% of wild-type host MSCs were found to contain GFP signal from transplanted *PhAM-floxed* bone marrow (Figure 1, G and H, and Supplemental Figure 2C), whereas only 4% of MKs from transplanted wild-type bone marrow contained host mitochondrial GFP signal (Figure 1, I and J, and Supplemental Figure 2D), further suggesting a biased directionality of mitochondrial transfer.

### MKs undergo metabolic changes after transferring mitochondria.

To examine if MKs cocultured with MSCs led to alterations in the metabolic properties of both cell types, we conducted a Seahorse Glycolytic Rate Assay (Agilent). Following coculture with MKs, MSCs were found to be more glycolytic compared with MSCs cultured alone (Figure 2A), including significantly increased basal glycolysis (Figure 2B) and compensatory glycolysis (Figure 2C). Interestingly, MKs cocultured with MSCs had a reduction in glycolysis compared with MKs cultured alone (Figure 2D), leading to both lower basal glycolysis (Figure 2E) and compensatory glycolysis (Figure 2F). MKs had a reduced ability to uptake glucose following MSC coculture compared with MKs cultured alone (Supplemental Figure 1I) and MKs pretreated with oligomycin following by coculture with MSCs (Supplemental Figure 1I). Given that MKs enhance their mitochondrial biogenesis with increased maturation (24) and the presence of MSCs leads to greater platelet formation by MKs (1), we found an increased MK ratio of ATP/ADP following MSC-MK coculture compared with MKs cultured alone (Supplemental Figure 1J). A high ATP/ADP ratio in cocultured MKs led to inhibition of glycolysis, whereas a decreased ATP/ADP ratio in MKs cultured alone and in MKs pretreated with oligomycin followed by coculture led to a glycolytic phenotype (Supplemental Figure 1, I and J). Thus, MSCs following MK coculture have an enhanced energetic state, whereas MKs following MSC coculture have lowered metabolic activity.

### Cx43 gap junctions on MSCs mediate mitochondrial acceptance.

Cx43 gap junctions have been demonstrated to mediate the transfer of intracellular content between cells (4, 7, 25, 26). Using a mouse model in which Cx43 is selectively depleted from *Lepr^+^* MSCs, we examined whether mitochondrial transfer between MKs and MSCs occurs through Cx43 gap junctions on MSCs. MSCs isolated from conditional Cx43-KO (*Cx43-floxed*) mice were cocultured with MKs from *PhAM-floxed;E2a-cre* mice, which resulted in mitochondrial retention in MKs (Figure 3A) compared with coculture with wild-type MSCs. We also observed increased mitochondrial content in platelets produced within cocultures containing *Cx43-floxed* MSCs compared with cocultures with wild-type MSCs (Figure 3B). *Cx43-floxed* MSCs had less mitochondrial uptake ability compared with wild-type MSCs (Figure 3C). Furthermore, platelets produced in culture with *Cx43-floxed* MSCs had increased expression of platelet activation markers CD62P (Figure 3D) and JonA (Figure 3E) compared with cultures containing wild-type MSCs. Accordingly, we also observed a reduced ability for platelets from *Cx43-floxed* mice to activate and aggregate in response to thrombin (Supplemental Figure 3, A–D) and CRP compared with platelets from wild-type mice (Supplemental Figure 3, E–H). Platelets from Cx43-floxed mice subjected to the T-TAS atheroma chip coagulation assay led to a reduced channel occlusion time compared with control platelets (Supplemental Figure 3I). Platelets from cocultures with Cx43 inhibited MSCs, and healthy MKs were subjected to a flow cytometry–based aggregation assay and displayed a reduced aggregation (27) ability compared with healthy MSC-MK cocultures (Supplemental Figure 3J). Evaluation of the MK glycolytic profile by Seahorse revealed that MKs cocultured with Gap19-treated MSCs to inhibit Cx43 led to increased glycolysis compared with coculture with wild-type MSCs (Figure 3, F–H). Compared with MKs cocultured with control MSCs, coculturing MKs with Gap19-treated MSCs also resulted in increased glucose uptake ability (Supplemental Figure 1I) and reduced intracellular ATP/ADP ratios (Supplemental Figure 1J), which was confirmed by increased expression of glycolysis genes pyruvate kinase M2 (*Pkm2*), phosphofructokinase (*Pkfm*), hexokinase 1 (*Hk1*), and solute carrier family 3 member 1 (*Slc3a3*) by RT-PCR (Figure 3I). Therefore, our data suggest that MSC Cx43 gap junctions may mediate mitochondrial transfer from MKs to MSCs, which in turn leads to downstream alterations in platelet activation.

Given that gap junction–mediated intracellular trafficking requires close proximity (28), we examined the possibility that Cx43 deletion in MSCs leads to altered MK localization away from MSCs compared with wild-type MSC-MK localization. Through whole-mount bone marrow imaging, we found MKs in *Cx43-floxed* mice localized at an average distance of 22.9 μm away from *Lepr^+^* MSCs, whereas MKs in wild-type mice localized at an average distance of 20.8 μm (Supplemental Figure 4) from *Lepr^+^* MSCs. This raises the possibility that increased distance between MKs and MSCs may further prevent mitochondrial transfer between MKs and MSCs due to inhibited Cx43 expression.

### MSCs alter the transcriptome signature of platelets.

Following coculture of wild-type murine MKs with wild-type MSCs or MKs cultured alone, a transcriptomics analysis was conducted on platelets generated in cultures. A principal component analysis revealed the distribution and clustering between samples within each group (Figure 4A). The differentially expressed genes among platelets from MSC cocultures compared with platelets from MKs cultured alone displayed stark differences between groups (Figure 4B). Differentially expressed genes are listed in Supplemental Table 1. Among the top pathways of differentially expressed genes was mitochondrial organization, ATP metabolic process, mitochondrial transport and cellular respiration (Figure 4C). Additionally, platelets from MSC-MK cocultures were downregulated in numerous genes involved in platelet activation (Figure 4D).

### Reduced levels of mitochondria lead to activation of LYN signaling in platelets.

Previously it was shown that LYN activation in platelets negatively regulates integrin αIIβ3 signaling (29) and prevents their activation (30). Platelets from MSC-MK cocultures were found to have increased total LYN expression by flow cytometry (Figure 5A) compared with control MK-only cultures. Examination of phosphorylation of LYN (p-LYN) revealed that coculture of MK and MSC led to increased p-LYN signaling compared with MKs cultured alone (Figure 5, B and C, and Supplemental Figure 5, A and B). Treatment of MSCs with Gap19 to inhibit Cx43 prevented LYN signaling activation (Figure 5, B and C, and Supplemental Figure 5, A and B). Tunneling nanotubes are often formed between cells to aid in intracellular organelle trafficking (31). Furthermore, tunneling nanotubes can form by actin polymerization and connect gap junctions between cells (32, 33). MSCs treated with cytochalasin D actin polymerization inhibitor prevented LYN signaling from occurring (Figure 5, B and C, and Supplemental Figure 5, A and B), suggesting that tunneling nanotubes formed between MSCs and MKs are mediating mitochondrial transfer between cells.

### Platelets from both SCD mice and patients with SCD are more glycolytic.

Platelets from the Townes mouse model of SCD were found to have increased CD62P expression (Figure 6A) and JonA expression (Figure 6B) compared with control SA heterozygous mice, confirming previous findings (34). Platelets from SCD mice had reduced activation of p-LYN (Figure 6C and Supplemental Figure 5, C and D) signaling compared with SA mice platelets. Seahorse analysis of platelets from SCD mice revealed increased glycolysis (Figure 6D), including enhanced basal glycolysis (Figure 6E) as well as compensatory glycolysis (Figure 6F), compared with SA control mice. MKs from SCD mice displayed significantly increased expression of numerous genes related to glycolysis compared with SA MKs, including *Slc2a1*, *Slc3a3, Hk1*, *Gpi1*, *Pkm2*, *Gapdh*, and *Ldha* (Figure 6G). Platelets from patients with SCD also displayed similarly glycolytic profiles (Figure 6, H–J). We examined the localization of SCD or SA control MKs to *Lepr^+^* MSCs using whole-mount imaging of bone marrow and found that SCD MKs are located at an average distance of 26.1 μm away from the nearest MSC whereas SA MKs are located 21.0 μm away from the nearest MSC (Supplemental Figure 6).

### Impaired MSCs in SCD contribute to increased platelet activation.

Given the important role of MSCs for maintaining low platelet activation at steady state (1), we were interested to investigate whether SCD MSCs, which have decreased functionality in SCD, have alterations in their ability to modulate platelet activation. Interestingly, MSCs from SCD mice cocultured with healthy MKs produced platelets with significantly increased expression of CD62P (Figure 7A) and JonA (Figure 7B) compared with platelets produced by MKs cultured with control SA MSCs. SCD mice have reduced Cx43 gene expression (Figure 7C) and protein levels (Supplemental Figure 7) compared with SA control mice. SCD leads to abundant levels of free heme in the circulation (35). Coculture of human cord blood–derived MKs with MSCs from patients with SCD led to reduced mitochondrial uptake compared with coculture with MSCs from healthy donors (Supplemental Figure 8 and Supplemental Videos 3–6). To examine the role of hemin on MSC Cx43 expression and ability to uptake MK-derived mitochondria, we treated MSCs with 20 μM hemin and found a significant reduction in Cx43 expression by RT-PCR (Figure 7D). Coculture of MKs from *PhAM-floxed;E2a-cre mice* with hemin-treated MSCs led to a significant inhibition in their ability to uptake mitochondria from MKs (Figure 7E and human cocultures in Supplemental Video 6), which resulted in increased CD62P^+^ activation of platelets (Figure 7F). MKs cocultured with heme-treated MSCs displayed increased mitochondrial retention compared with wild-type MSC cocultures (Figure 7G), along with platelets from cocultures (Figure 7H) and consistent with *Cx43-floxed* MSC-MK cocultures (Figure 3, A and B, and Supplemental Video 7). MKs following coculture with heme-treated MSCs displayed increased glucose uptake ability compared with cocultures with wild-type MSCs (Supplemental Figure 1I) and reduced intracellular ATP/ADP ratios (Supplemental Figure 1J). Platelets from patients with SCD also showed increased mitochondrial retention compared with healthy donor control platelets (Figure 7I). Examination of p-LYN activation in platelets revealed that hemin-treated MSCs cocultured with MKs prevented p-LYN activation in platelets compared with control MSC cocultures (Figure 7J) and, similar to the effect of Cx43, inhibited MSCs (Figure 5C). Importantly, wild-type mice treated with hemin for 2 weeks phenocopied our in vitro cocultures, leading to reduced Cx43 gene and protein expression in MSCs (Supplemental Figure 9, A and B), reduced mitochondrial uptake by MSCs (Supplemental Figure 9C), increased MK mitochondrial retention (Supplemental Figure 9D), and increased expression of several glycolysis genes in MKs (Supplemental Figure 9E) compared with control mice. Platelets in heme-treated mice also displayed increased glycolysis (Supplemental Figure 9, F–H) relative to control mice.

## Discussion

To our knowledge, in this study, we uncover for the first time the ability of MKs to transfer mitochondria to MSCs, leading to the formation of platelets with low baseline activation levels. Reduction of mitochondria numbers in MKs leads to platelets that are less glycolytic and activates LYN signaling. While it was previously demonstrated that activated platelets can transfer mitochondria to MSCs (2), here we demonstrate a mechanism used by MKs to produce platelets at a low activation state. This further expands on the complexity of the bone marrow niche (36) and raises the possibility that MSCs have additional regulatory roles not just for hematopoietic stem cells but also for mature blood cells, which remain to be explored. Protocols for expanding platelets in vitro for transfusion require the production of resting platelets (37), and the inclusion of MSCs during expansion could be of direct benefit.

We found that MKs are adept at transferring mitochondria to MSCs, whereas MSCs transfer minimal amounts of mitochondria to MKs. What causes MKs to preferentially transfer mitochondria to MSCs remains to be further investigated. Mitochondrial motor protein kinesin requires ATP hydrolysis to direct movement (38), and interestingly, we found that MKs from MSC-MK cocultures have increased ATP/ADP ratios compared with MKs cultured alone. It is possible that MSCs use alternative forms of communication, such as microvesicles, to also impart changes to MK energetic states. Distance between MSCs and MKs appears to be a factor in mediating their communication as MSC-specific Cx43-KO mice showed an increase in MK localization away from MSCs compared with wild-type mice. Furthermore, we found that cytochalasin D actin inhibitor treatment during MSC-MK coculture prevented mitochondrial transfer between the two, suggesting a potential role of tunneling nanotubes mediating the transfer of mitochondria. SCD MKs were also localized further from SCD MSCs compared with SA MSC-MK localization, possibly due to the abnormal vascular networks present in SCD bone marrow (39).

Hemolysis in SCD leads to thrombosis and inflammation and promotes complications such as stroke, leukocyte adhesion, and vascular activation (40). A direct effect of free heme on platelets leads to their activation following binding of CLEC-2 on their surface (41, 42). Our study has uncovered an indirect effect of heme on platelet activation occurring at the thrombogenesis stage through SCD MSC interactions with MKs. Specifically, we showed that SCD MSCs without the addition of heme promoted enhanced platelet activation compared with SA MSC cultures. Downregulation of Cx43 in SCD MSCs, phenocopied by heme-treated healthy MSCs, prevented mitochondrial transfer from MKs to MSCs leading to increased activation of platelets produced from cultured MKs. In vivo heme treatment of mice confirmed our in vitro studies and led to a similar reduction of MK mitochondrial transfer and MSC mitochondrial uptake. Platelet functionality was also altered, as heme treatment or Cx43 inhibition in MSCs led to a reduced platelet aggregation ability, potentially contributing to the heightened bleeding risk that occurs in patients with SCD (43). Our findings further highlight the importance of the bone marrow microenvironment for contributing to SCD pathophysiology and the need for novel strategies to improve the bone marrow niche in SCD. In support of this, we previously showed that transfusions can correct MSC dysfunction (21) and can lead to reversal of a disorganized vascular network in SCD (39). Although the platelet activation state was not interrogated following transfusions (21), improvements in MSC functionality following transfusions may also translate into enhanced MSC ability to regulate platelet activation. Given the high levels of oxidative stress in the bone marrow microenvironment (21, 39), therapeutics that can lower oxidative stress such as the antioxidant N-acetyl cysteine or methods for improving hemoglobin oxygen affinity such as voxelotor can similarly improve MSC functionality (21, 44) and may also indirectly lead to improved regulation of platelet activation. While genetic reprogramming of stem cells for gene therapy may directly lead to MKs producing platelets with a lower activation state in SCD, improving the bone marrow microenvironment may also impart changes to platelet activation.

We found that platelets from SCD mice and patients with SCD displayed a glycolytic phenotype, which has been associated with increased platelet activation (45, 46). Previous studies found that humans with SCD have reduced mitochondrial complex V function, leading to reduced mitochondrial respiration (34). Interestingly, impaired mitochondrial complex V functionality has been correlated with increased activation of glycolysis (34, 47, 48). Approaches for metabolically targeting cancer cells to inhibit cancer progression (49) by disrupting various transporters or metabolic enzymes are actively being investigated and could potentially be repurposed to lower glycolysis in SCD MKs or platelets, leading to reduced platelet activation. In addition to SCD, our findings may have implications for drug development to target metabolic disorders, diabetes, and obesity-driven thrombosis as a novel mechanism to lower platelet activation.

## Methods

### Sex as a biological variable

Both male and female mice and human samples from patients with SCD or healthy donors were used throughout the study. Mice for experimental and control groups were age and sex matched for individual experiments. Similar findings were reported for both sexes.

### Mice

The Townes model of SCD was used in this study (50). These mice have severe organ damage, including enlarged spleens, liver necrosis, and vascular occlusion in the kidneys (51). SA sickle trait mice were used for controls since they are genetically similar to SS mice but do not carry any disease related abnormalities. Mice used ranged between 8 and 12 weeks of age. C57BL/6J, B6;129-Hbb^tm2(HBG1,HBB*)Tow^/Hbb^tm3(HBG1,HBB)Tow^ Hba^tm1(HBA)Tow^/J (Townes), B6.129(Cg)-Lepr^tm2(cre)Rck^/J (Lepr-cre), B6.129S7-Gja1^tm1Dlg^/J (Cx43-floxed), B6;129S-Gt(ROSA)26Sor^tm1(CAG-COX8A/Dendra2)Dcc^/J (PhAM-floxed), and B6.FVB-Tg(EIIa-cre)C5379Lmgd/J mice were purchased from Jackson Laboratory and bred in-house. All mice were housed in a pathogen-free facility at 22°C using a 12:12-hour-light/dark cycle.

### Human samples

SCD blood or bone marrow samples were obtained from patients (*n* = 7, median age 16 years, age range 10–34 years, 3 patients were female and 4 were male) who were at steady state without any SCD complications. Four patients were on a chronic red cell exchange therapy (every 3–4 weeks for at least 2 years using leukodepleted units, phenotype matched for the C, E, and K red cell antigens), and blood samples were drawn just prior to transfusion. One patient was on voxelotor, and 2 were on crizanlizumab treatment. Cord blood units were obtained from the National Cord Blood Program of the New York Blood Center. Cord blood CD34^+^ cell differentiated MKs were derived using our prior methods (1). Human healthy donor bone marrow MSCs were purchased from AllCells.

### In vitro culture experiments

Murine bone marrow MSCs were sorted using our previous methods (21) based on the following surface markers: CD45^–^ (Biolegend, catalog 157614), Ter119^–^ (Biolegend, catalog 116220), CD31^–^ (Biolegend, catalog 102528), CD51^+^ (Biolegend, catalog 104106), and PDGFRα^+^ (Biolegend, catalog 135914). For coculture experiments, murine MSCs were allowed to adhere for 24 hours following sorting. Primary murine MK enriched cells were obtained from flushed bone marrow using CD41 biotin (Biolegend, catalog 133930) bound to streptavidin-labeled magnetic beads (Miltenyi, catalog 130-048-101) followed by enrichment with Large Cell Columns (Miltenyi). 200,000–350,000 MK enriched cells were cocultured together with 50,000–75,000 sorted murine MSCs in 24-well plates for 18 hours in media consisting of Stemspan (Stemcell Technologies) supplemented with Penicillin/Streptomycin (Fisher), nonessential amino acids (Fisher), and murine TPO (50 ng/mL; R&D Systems) followed by analysis with flow cytometry, imaging, or RT-PCR. Following coculture, MKs and platelets in suspension were manually separated from MSCs, and MSCs were washed twice with PBS to ensure complete removal of any loosely bound cells. For MSC pretreatment before coculture, MSCs were treated with 20 μM hemin (Frontier Scientific) or vehicle control for 8 hours using our established methods (52) and washed twice to ensure complete hemin removal. For Gap19-treated cultures, MSCs were pretreated with 100 μM Gap19 (Tocris) (53) before coculture, and control MSCs were treated with a scrambled control peptide for 8 hours followed by coculture. To inhibit tunneling nanotube formation, certain cocultures were treated with 1 μM cytochalasin D (Tocris) (54). Select groups of MKs were treated with 1 μM Oligomycin A (MilliporeSigma) or vehicle control for 1 hour prior to coculture. The ATP/ADP ratio of cells was analyzed with the EnzyLight assay kit (Bioassay Systems) using 10,000 cells per well and normalized to protein content by BCA assay (Abcam). For human cocultures, 50,000 MSCs were cultured together with 50,000 cord blood–derived MKs on day 12 of differentiation for 18 hours in media consisting of Stemspan (Stemcell Technologies) supplemented with penicillin/streptomycin (Fisher), nonessential amino acids (Fisher), and human TPO (50 ng/mL; R&D Systems).

### Flow cytometry analysis

Murine bone marrow MSCs were isolated using previous protocols (21). Red blood cells were lysed from bone marrow cells using the ammonium chloride–based solution Pharm Lyse Buffer (BD). Flow cytometry experiments were performed using a LSRFortessa (BD). Cells were sorted on FACSAria III (BD) Cell Sorter, and data were analyzed using FlowJo software. Debris were excluded based on forward scatter and side scatter profiles, whereas dead nucleated cells were excluded with a nuclear exclusion stain such as DAPI (MilliporeSigma). For analysis of intracellular staining, following surface marker staining, cells were fixed and permeabilized using 1% PFA and Triton X-100, respectively. Human and murine platelets were analyzed by gating on platelet-sized particles using whole blood samples as a reference. Isotype controls were used to evaluate antibody specificity and determine gating. Chemical stain for mitotracker green was purchased from Fisher Scientific and used according to manufacturer protocols. In select cocultures, MKs were labeled with PKmito Deep Red (Cytoskeleton Inc.) or Mito Live Orange (Abberior) prior to coculture with MSCs to track mitochondrial transfer. Antibody for measurement of p-LYN activation was purchased from Cell Signaling Technology (catalog 94361S). Glucose uptake was performed using 50 μg/mL 2-NBDG, incubated at 37°C for 30 minutes (Abcam).

### ImageStream flow cytometry

To examine mitochondria transfer in transplanted mice, 1 femur and 1 tibia were isolated from each mouse. To examine bone marrow MKs, flushed marrow was depleted for Ter119^+^ cells using biotinylated antibodies (Biolegend, catalog 116204) followed by streptavidin-bound magnetic beads (Miltenyi, catalog 130-048-101), and then stained for CD41 PE (Biolegend, catalog 133906). Cells were washed and resuspended in 50 μL DAPI solution. For stromal cell analysis, 1 tibia and 1 femur were digested using our prior methods (21) with 1 mg/mL collagenase IV and 2 mg/mL dispase in PBS (MilliporeSigma) for 40 minutes. Stromal cells were enriched by depletion of CD45^+^ (Biolegend, catalog 103104), Ter119^+^ (Biolegend, catalog 116204), and CD31^+^ (Biolegend, catalog 102404) cells using biotinylated antibodies followed by streptavidin-bound magnetic beads (Miltenyi). Enriched bone marrow was stained with CD45 Alexa Fluor 700 (Biolegend, catalog 103128), Ter119 Alexa Fluor 700 (Biolegend, catalog 116220), CD31 Alexa Fluor 700 (Biolegend, catalog 102444), CD51 PE (Biolegend catalog, 104106), and CD140a Percp-Cy5.5 (Biolegend, catalog 135914). The cells were washed and resuspended with 50 μL DAPI solution. Cells were analyzed using an Amnis ImageStream Mark II instrument at ×60 magnification. IDEAS software was used for analysis.

### Hematopoietic transplantations

*PhAM-floxed;E2a-cre* or B6 mice were lethally irradiated with 12 Gy, using 2 split doses, 4 hours apart using an X-RAD 300. Four hours following the last dose, mice were injected i.v. with 2 million bone marrow mononuclear cells. Mice were treated with antibiotics for 2 weeks in their drinking water following transplant. Mice were harvested for analysis at 12 weeks after transplant for analysis.

### Seahorse analysis

Platelet-rich plasma was isolated from whole blood using our prior methods (1). Platelets were pelleted and washed once with PBS followed by quantification by Advia hematology analyzer. Platelets were spun again at 2,500*g* and resuspended in prewarmed assay media (unbuffered DMEM supplemented with 1 mM pyruvate, 2 mM glutamine, and 20 mM glucose for murine platelets or 5.5 mM glucose for human platelets; Agilent). 50 μL platelet solution was loaded into each well of an XFp microplate previously coated with 1.12 μg Cell-Tak (Corning) for a final count of 40 × 10^6^ platelets/well for murine platelets or 18 × 10^6^ platelets/well for human platelets. The cell plate was subsequently centrifuged (1,200*g* for 3 minutes with no brake) to form a monolayer in the well. 130 μL Seahorse assay media was added to each well for a final volume of 180 μL. The cell plate was placed in a non-CO_2_ incubator at 37°C for 30 minutes before the assay. For glycolytic rate assay measurement, platelets were consecutively treated with rotenone/antimycin A (0.5 μM) and 2-deoxy-D-glucose (50 mM). For MK analysis, MKs collected from cocultures were spun at 200*g* to separate MKs from platelets. MKs were spun again and resuspended in prewarmed assay media (unbuffered DMEM supplemented with 1 mM pyruvate, 2 mM glutamine, and 20 mM glucose; Agilent). 50 μL MKs (2 × 10^5^ to 3.5 × 10^5^ cells per well) were loaded into each well of an XFp microplate previously coated with 1.12 μg Cell-Tak (Corning). The cell plate was subsequently centrifuged (300*g* for 3 minutes with no brake) to form a monolayer in the well. 130 μL Seahorse assay media was added to each well for a final volume of 180 μL. The cell plate was placed in a non-CO_2_ incubator at 37°C for 30 minutes before the assay. For glycolytic rate assay measurement, MKs were consecutively treated with rotenone/antimycin A (0.5 μM) and 2-deoxy-D-glucose (50 mM).

### RT-PCR

For RT-PCR analysis, following cell lysis, mRNA isolation was conducted with the Dynabeads mRNA Direct kit (Fisher). Reverse transcription to produce cDNA was conducted with RNA to cDNA Ecodry Premix (Takara). SYBR Green (ROCHE) was used for performing quantitative PCR. Analysis was done on the ViiA 7 Real-Time PCR System (Applied Biosystems). The comparative Ct method was used to determine relative gene expression and normalized to the reference genes of either *Gapdh* or *β-actin*.

### Confocal microscopy

For sternum imaging, mice were i.v. labeled with CD31 (Biolegend, catalog 102416)/CD144 (Biolegend, catalog 138108) and harvested after 10 minutes. Sternum sections were fixed with 4% PFA for 30 minutes, washed with PBS, and blocked/permeabilized with 20% donkey serum and 0.5% Triton X-100. Tissues were stained with CD41 (Biolegend, catalog 133908) and Lepr (R&D Systems, catalog AF497) and subsequent secondary antibody staining of goat anti-donkey Alexa Fluor 568 (Fisher, catalog A-11057). Whole-mount stained tissues were imaged on the Zeiss LSM 800 microscope. Zen Blue Software (Zeiss) was used to manually quantify the distances from each MK to the nearest located MSC. For live-cell mitochondrial imaging and tracking, primary *PhAM-floxed;E2A-cre*^+^ murine MKs were cocultured with a confluent monolayer of C57BL/6 MSCs. Human cord blood CD34^+^ cell–derived MKs were prelabeled with Live Orange Mito (Abberior) fluorescent probe and cocultured with bone marrow MSCs from healthy donors either unlabeled or labeled with PKmito Deep Red (Cytoskeleton Inc). Confocal microscopy was performed in the Rockefeller University’s BioImaging Resource Center (RRID:SCR_017791). Time-lapse confocal images were acquired every 30 seconds for 1–3 hours. Images were acquired on a Zeiss LSM 980 microscope with Zen 3.6 software and a ×63 1.4NA oil objective using 561 nm and 639 nm laser lines. Images, acquired as “.czi” file format, were iteratively deconvolved using Huygens Professional Software (Scientific Volume Imaging) to reduce background noise and enhance the fluorescent signal and exported as “ICS2” files for further analysis using Imaris software (Oxford Instruments). Track speed, number of mitochondria per time point, volume, and track displacement parameters were derived by applying filamentous surface renderings matched to the shape of the mitochondria within the images.

### Platelet aggregation studies

#### Light aggregometry.

Washed platelets in Hepes/Tyrode’s buffer were prepared from whole blood collected from the retro-orbital plexus of age- and sex-matched *Lepr-cre;Cx43-floxed* mice or wild-type control mice using our prior methods (55). Platelet suspensions (320 × 10^6^ /mL) were analyzed in response to 1 U/mL Thrombin (MilliporeSigma) or 1 μg/mL CRP (Pplus Products) using Pap8E lumi-aggregometer (Bio/Data). Platelet aggregation was quantified over time as a function of light transmission.

#### Flow cytometry.

A flow cytometry–based aggregation assay was conducted on cultured platelets (27). Platelets from cocultures were collected and split into two. Half of the sample was labeled with CD42b Alexa Fluor 647 (Biolegend, catalog 303924), and half of the sample was labeled with CD42b PE (Biolegend, catalog 303906), washed twice, and then combined. Platelets were activated with 1 U/mL Thrombin for 30 minutes and subsequently analyzed by flow cytometry for the presence of aggregates positive for both PE and Alexa Fluor 647 fluorescent signals. For general platelet activation studies, platelets were activated with 1 U/mL Thrombin or 0.1 μg/mL CRP for 30 minutes and subsequently analyzed by flow cytometry.

### Measurement of thrombus formation by T-TAS

T-TAS is an automated microfluidic based system designed to examine platelet thrombus formation under continuous perfusion (56, 57). Whole blood collected in 3.2% sodium citrate from *Lepr-Cre;Cx43-floxed* mice or control mice was subjected to the atheroma chip assay in the T-TAS -Plus System (Zacros). The microfluidic chip was coated with type I collagen and tissue thromboplastin, which activate the coagulation system when the platelets were perfused under shear stress.

### Western blot analysis

For Western blot analysis, cells were lysed in cold 1× RIPA buffer (Millipore) in the presence of 1× Protease Inhibitor Cocktail (MilliporeSigma). Protein concentration was determined using a Pierce BCA protein assay kit (Thermo Fisher Scientific). Equal amounts of proteins were loaded on to polyacrylamide gels. Antibodies against CX43 (Fisher, catalog BS-0651R), LYN (Fisher, catalog BS-2906R), p-LYN (Cell Signaling Technology, catalog 70926S), and β-actin (Cell Signaling Technology, catalog 4970S) were used. Quantification of the Western blot was performed with ImageJ (NIH).

### RNA-Seq analysis

Wild-type murine primary MKs were cocultured together with wild-type murine bone marrow MSCs or cultured alone as a control. Platelets generated in vitro were pooled together from 5 wells to generate individual samples for analysis. RNA was extracted using a NucleoSpin RNA-XS kit (Takara). Library preparation, RNA-Seq analysis, and bioinformatics analysis were conducted with the Applied Bioinformatics Laboratory at the NYU Grossman School of Medicine. Upon ensuring sample quality with an Agilent bioanalyzer, libraries were prepared with the low input Smart-Seq HT kit (Takara) followed by paired-end analysis on the SP 100 Illumina NovaSeq 6000 machine. Low-quality reads were removed and filtered by fastp. Filtered reads were quantified by Kallisto using the mm10 transcriptome index (58). Pairwise comparison of two groups was performed by DESeq2 (59), and the batch effect was included in the design of DESeq2. Cutoffs of fold change ≥2, adjusted *P* ≤ 0.05, and ≥1 transcript per million in at least 1 group were adopted to identify differentially expressed genes in the pairwise comparisons. Log-transformed normalized counts were used in principal component analysis. Gene ontology and enrichment analysis were applied by clusterProfiler (60).

### In vivo hemin treatment

To mimic long-term hemolysis, C57BL/6 mice were injected i.v. with hemin (Frontier Scientific) or PBS (control) 3 times per week for 2 weeks at a dose of 50 μmol/kg.

### Statistics

We used an unpaired 2-tailed Student’s *t* test to determine significance for normal data distributions and assumed both populations have the same standard deviation. An α level of 0.05 was used to determine statistical significance. For multiple sample comparison, a 1-way ANOVA was done using Tukey’s post hoc test for multiple comparisons correction or repeated measure correction. For distance distributions, a 2-sample Kolmogorov-Sminov test was used. All murine data comprised at least 3 repeated experiments. *P* values of less than 0.05 were considered statistically significant.

### Study approval

All murine experiments were approved by the Animal Use and Care Committee of New York Blood Center. All human studies were approved by the Institutional Review Boards of the New York Blood Center and Montefiore Medical Center. Informed consent was obtained from all patients prior to their participation in the study.

### Data availability

Data supporting the findings of this study are available from the corresponding author upon request. RNA-Seq data have been deposited in Gene Expression Omnibus (GEO) under the acquisition number GSE262752. 

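The deposited RNA-Seq data hold 8 bulk libraries of C57BL/6 murine cells, with 4 libraries from MKs cultured alone and 4 from MKs cocultured with MSCs. Cultures lasted 18 hours, and 5 wells were pooled for each library. The paper describes the sequenced RNA as that of platelets generated in the cultures, whereas the labels of the deposited libraries describe MKs that had been separated from the platelets. The values given here are those of the deposited MK libraries. RNA was amplified with a low-input SMART-Seq kit, which makes full-length cDNA from small amounts of RNA, and was sequenced in pairs of reads. According to the methods, the authors filtered reads with fastp and quantified them with kallisto on the mm10 transcriptome. The authors deposited 1 table of whole-number counts per gene, without normalization. The libraries of MKs cultured alone held 4939874, 9272984, 8745621 and 6107489 counts, with a median of 7426555. The coculture libraries held 10032507, 7007308, 12523616 and 5193949 counts, with a median of 8519907.5. Between 12406 and 12622 genes had at least 1 count in the libraries of MKs cultured alone. In the cocultures, 13193, 13145 and 13104 genes had a count in replicates 1, 2 and 4, and 10735 in replicate 3. Replicate 3 of the cocultures had 1012 genes at 0 that held at least 10 counts in every other library, against at most 4 such genes in any other library. A floor of 3 counts corresponded to between 0.24 and 0.61 CPM (counts scaled to a common library size), which covers counting error only. Counts were scaled with edgeR's TMM factors, which ran from 0.77 in replicate 3 of the cocultures to 1.11 in replicate 4, and 11722 genes passed edgeR's filter on low counts.

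Supplemental Table 1 gives the paper's TPM values for 4 platelet libraries of each group. Of its 2829 genes, which list the rises first, the first 1999 were used here. Each deposited library was compared with each of these columns through its deviations from the group mean, over 1186 genes for MKs cultured alone and 1596 genes for the cocultures. The highest of the 32 correlations across genes was 0.43, although genes are not independent replicates. When the counts of each deposited library were divided at random into equal parts, the deviations of the parts correlated with r between 0.70 and 0.99.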

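Principal component analysis was performed on log2(CPM + 1) of the deposited MK libraries, centered and not scaled. PC1 held 65.8% of the variance and PC2 held 27.8%. Every coculture had a higher PC1 score than every library of MKs cultured alone (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 libraries allow). The PC1 score was 213.6 in replicate 3 of the cocultures and between 24.1 and 32.0 in the other cocultures, and the scores of MKs cultured alone lay between -84.9 and -70.7. Leaving out that replicate moved the PC1 share most, to 85.3%. Spearman's correlations between pairs of MK-alone libraries ran from 0.967 to 0.987 across genes. The corresponding values were 0.976 to 0.981 between replicates 1, 2 and 4 of the cocultures, and 0.722 to 0.750 between replicate 3 and the others.

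**Figure D1:**
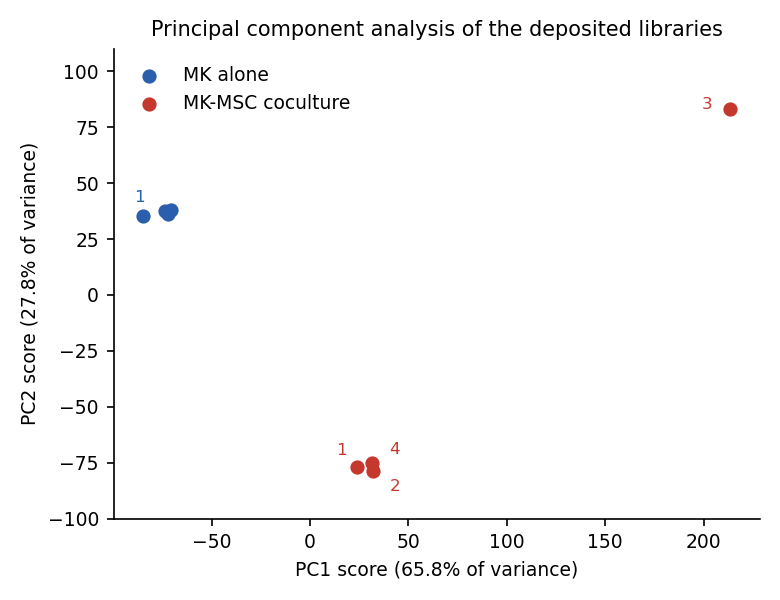
Scores of the 8 deposited MK libraries on PC1 (x axis) and PC2 (y axis), without units, with each point a library and the numbers giving replicates. Replicate 3 of the cocultures lies at a PC1 score of 213.6, while the other cocultures lie between 24.1 and 32.0.

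Marker genes of several marrow cell types were scored as the mean log2(CPM + 1) of each list. MK and platelet markers scored 5.92 ± 0.067 (SD, n = 4) in MKs cultured alone and 5.15 ± 0.48 (SD, n = 4) in cocultures. MSC markers scored 1.71 ± 0.15 in MKs cultured alone and 6.58 ± 0.98 in cocultures, and macrophage markers scored 2.41 ± 0.24 and 6.10 ± 0.27. Neutrophil markers scored 11.3 ± 0.17 in MKs cultured alone and 7.72 ± 0.62 in cocultures, and B cell markers scored 5.44 ± 0.13 and 3.67 ± 0.58. For each of these 5 lists the groups did not overlap (two-sided exact permutation test, p = 0.0286 for each, 0.0357 after Benjamini-Hochberg adjustment over the 15 gene lists scored). By edgeR's quasi-likelihood statistics and the camera test, the median log2 fold change of the MK and platelet markers was -0.37 (adjusted p = 0.104), -0.80 with the replicate number as a block (adjusted p = 0.0959), and 0.18 when libraries were scaled to these markers themselves. The medians with and without the block were 6.85 and 6.89 for MSC markers, 4.74 and 4.80 for macrophage markers, -3.49 and -3.43 for neutrophil markers, and -2.08 and -2.00 for B cell markers. The alternative that moved the MSC markers most, a filter of at least 10 counts in every library, gave 1.02. That filter removes markers near 0 in MKs cultured alone, such as Sparc, so the rise itself decides which markers stay.

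**Figure D2:**
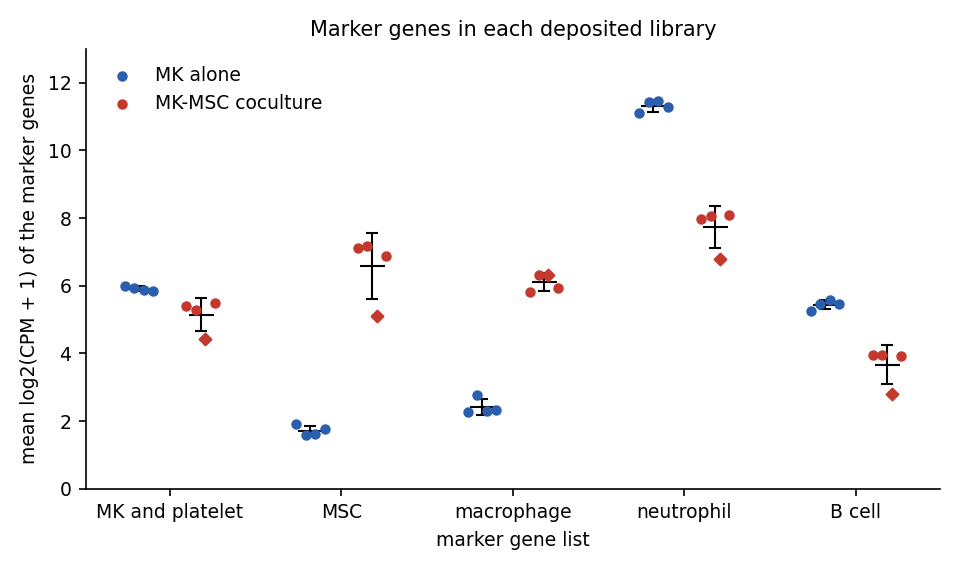
Mean log2(CPM + 1) of each marker gene list (y axis) in each deposited MK library, by list (x axis). Points are libraries, the diamond is replicate 3 of the cocultures, and bars give the mean and SD of 4 libraries. The MSC score is 1.71 in MKs cultured alone and 6.58 in cocultures.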

Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

CG assisted with Seahorse, RNA-Seq, and bioinformatics analysis as well as Western blot and stromal cultures. YD and PA Spezza conducted genomic analysis, cocultures, flow cytometry, and data analysis. PB and GR assisted with confocal microscopy and flow cytometry. AT performed transplants and Seahorse, coculture, and data analysis. AG assisted with data analysis and statistical analysis. YL helped with sickle mouse experiments. BS conducted platelet light aggregometry analysis. WBM and DM were involved with all aspects of selection, recruitment, and provision of blood samples from patients and controls. AM conceived the study and wrote the manuscript. XA, CAL, PA Shi, HZ, and KY assisted with experiment planning and data analysis. All authors helped to edit the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

Supplemental video 6

Supplemental video 7

Supporting data values

## Figures and Tables

**Figure 1:**
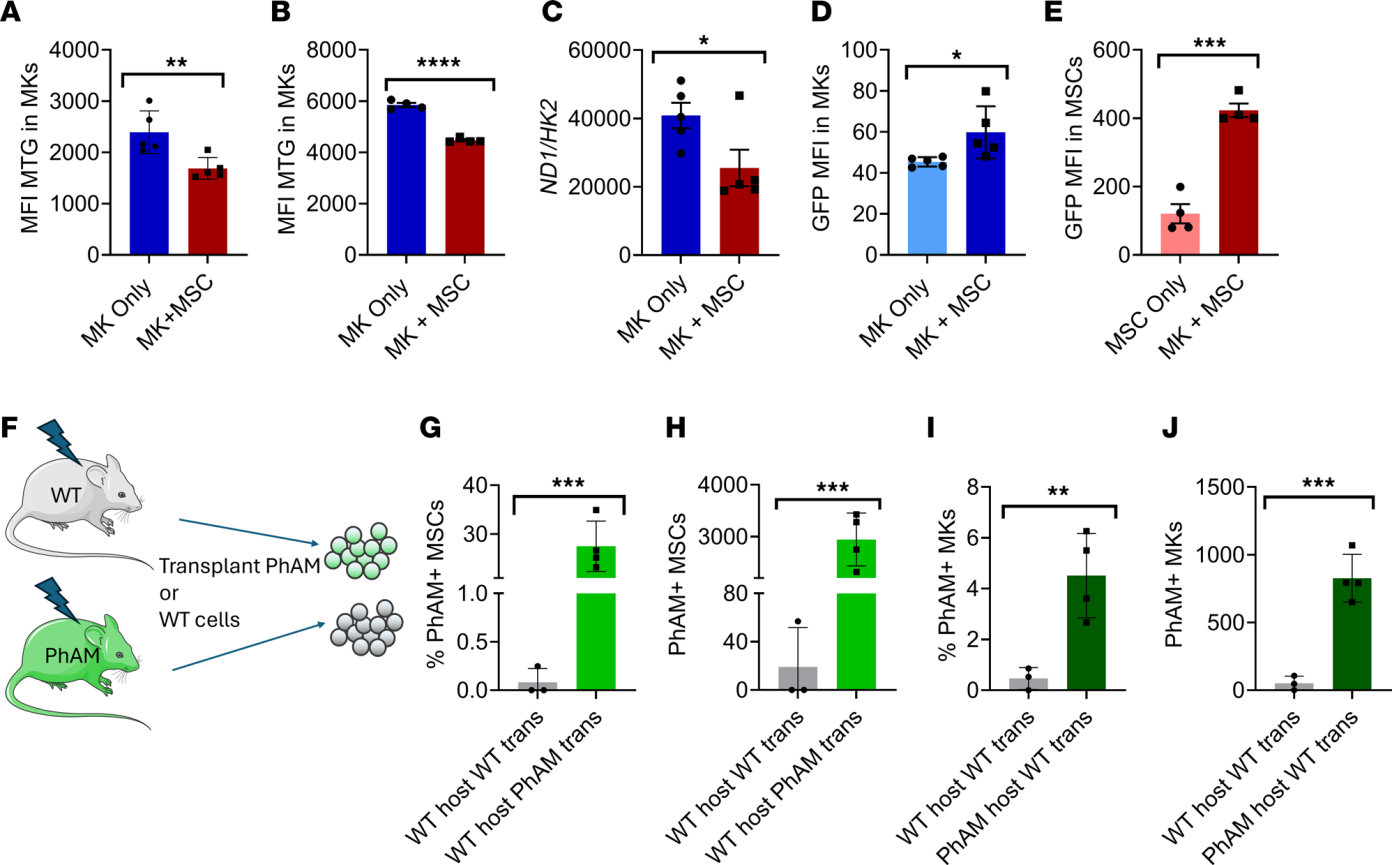
Megakaryocytes transfer mitochondria to mesenchymal stem cells. C57BL/6 murine MKs were cultured together with C57BL/6 MSCs or cultured alone. By flow cytometry, MKs from cocultures were analyzed for (**A**) mean fluorescence intensity (MFI) of mitotracker green (MTG) (*n* = 5) and (**B**) MFI of MTG from human cord blood CD34^+^ cell-derived MKs cocultured with human bone marrow MSCs (*n* = 4). (**C**) RT-PCR expression of Nd1/Hk2 in murine MKs from cocultures (*n* = 5). (**D**) C57BL/6 murine MKs were cultured together with MSCs from *PhAM-floxed;E2a-cre* mice or cultured alone. MFI of mitochondria PhAM signal in MKs by flow cytometry (*n* = 5). (**E**) Wild-type murine MSCs were cultured together with murine MKs from *PhAM-floxed;E2a-cre* mice or cultured alone. MFI of PhAM mitochondrial signal in MSCs by flow cytometry (*n* = 4). (**F**) Schematic of transplant design in which C57BL/6 mice were transplanted with *PhAM-floxed;E2a-cre* bone marrow cells or *PhAM-floxed;E2a-cre* mice were transplanted with C57BL/6 cells. (**G**) Bone marrow MSCs analyzed from transplanted mice for percentage PhAM^+^ MSCs and (**H**) numbers of PhAM^+^ MSCs per femur. (**I**) Bone marrow MKs analyzed from transplanted mice for percentage PhAM^+^ MKs and (**J)** numbers of PhAM^+^ MKs per femur. *n* = 3–4 mice for **G**–**J**. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Data were analyzed with 2-tailed, unpaired Student’s *t* test. Data are presented as mean ± SEM.

**Figure 2:**
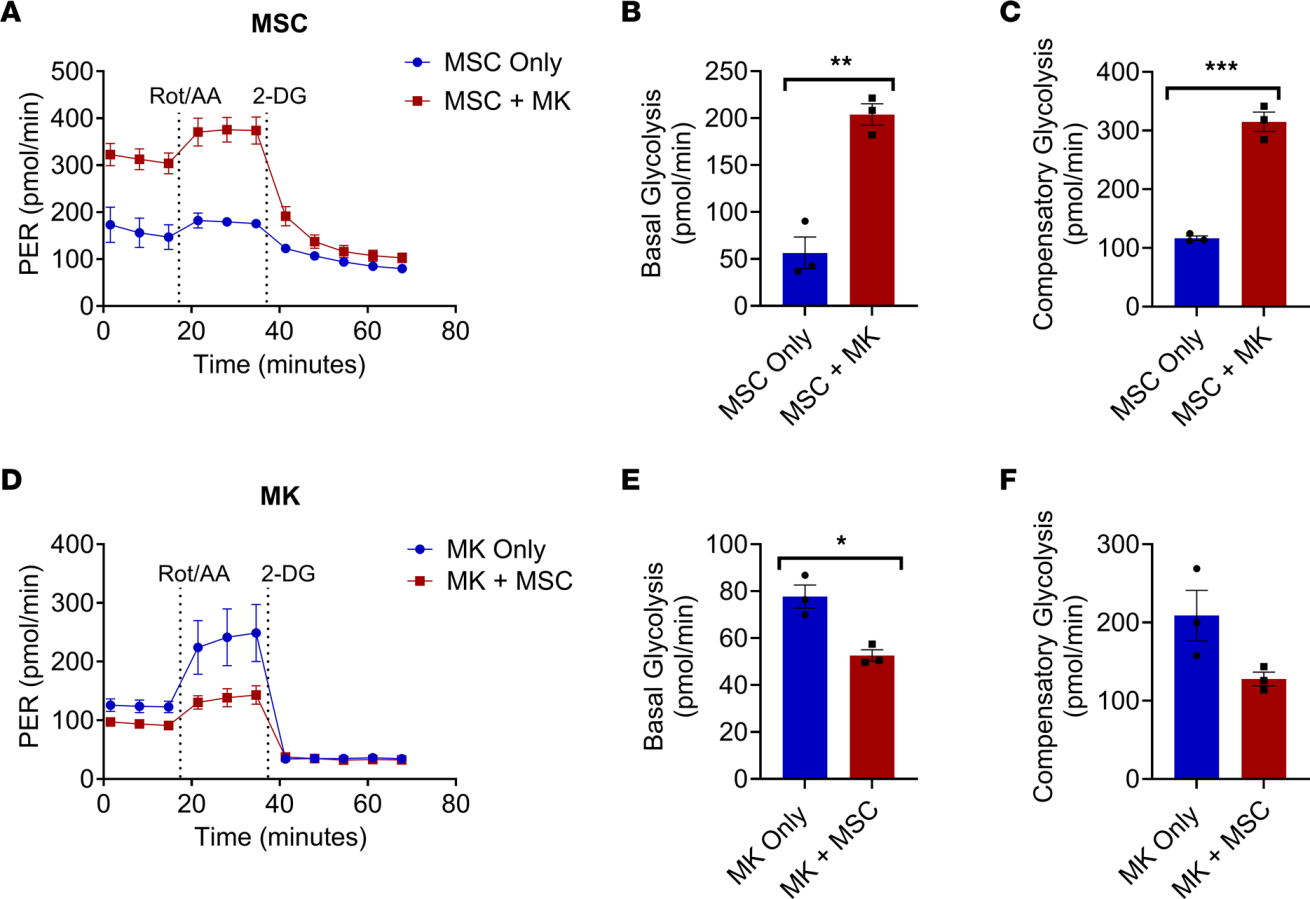
Metabolic changes to megakaryocytes and MSCs following coculture. C57BL/6 murine MKs were cultured together with C57BL/6 MSCs or cultured alone. (**A**) A representative Seahorse glycolytic rate assay conducted on MSCs following coculture. (**B**) Basal glycolysis levels of MSCs from coculture. (**C**) Compensatory glycolysis of MSCs following coculture. (**D**) Representative Seahorse glycolytic rate assay conducted on MKs following coculture. (**E**) Basal glycolysis levels of MKs from coculture. (**F**) Compensatory glycolysis of MKs following coculture. *n* = 3. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. Data were analyzed with 2-tailed, unpaired Student’s *t* test. Data are presented as mean ± SEM.

**Figure 3:**
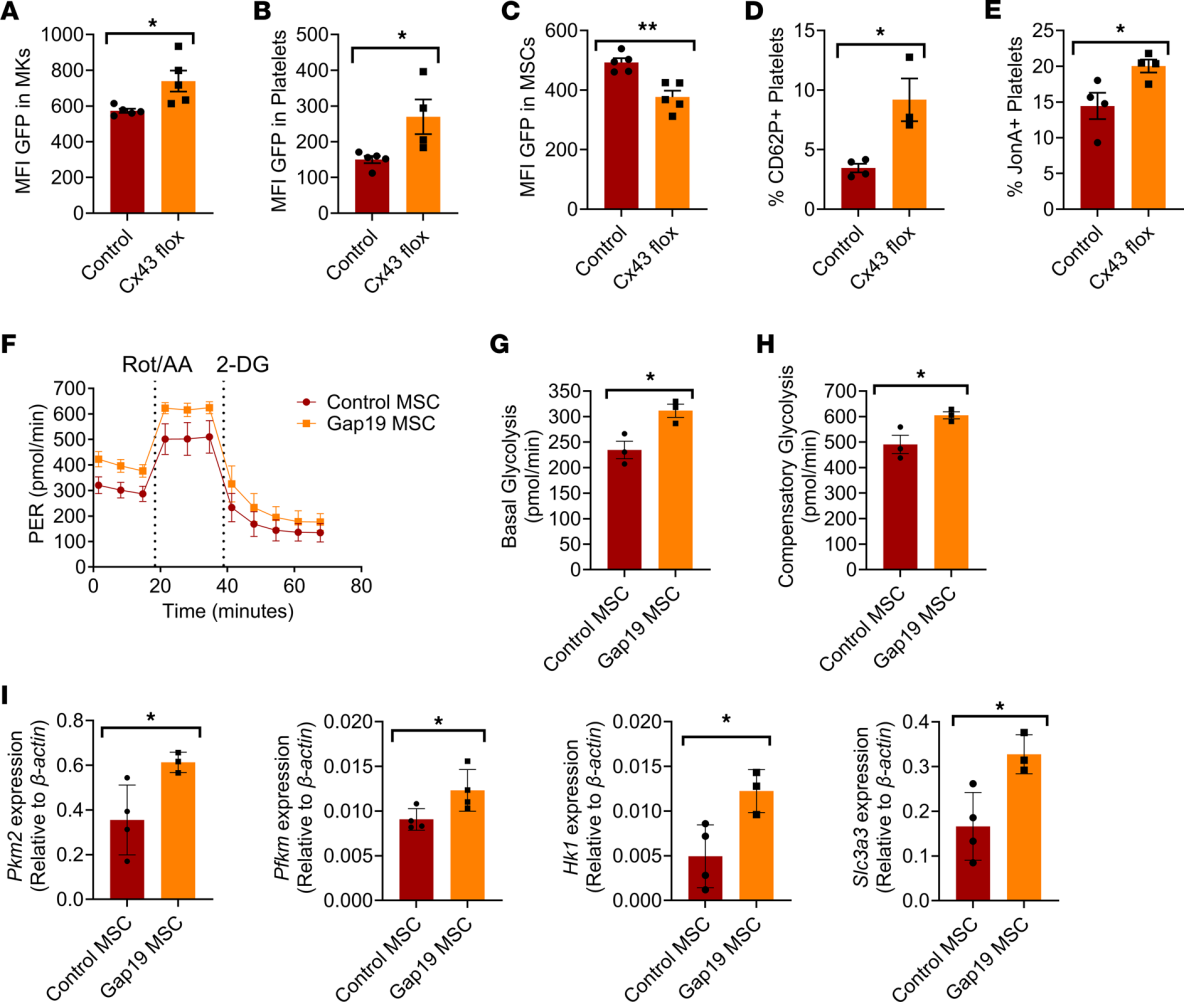
MSC CX43 gap junctions mediate mitochondrial transfer from megakaryocytes. *PhAM-floxed;E2a-cre* murine MKs cultured together with C57BL/6 MSCs or MSCs from *CX43-floxed;Lepr-cre* mice. Following coculture, flow cytometry assessment of (**A**) mean fluorescence intensity (MFI) of PhAM signal in MKs (*n* = 5), (**B**) MFI of PhAM signal in platelets (*n* = 5), (**C**) MFI of PhAM signal in MSCs (*n* = 5), (**D**) CD62P expression on platelets (*n* = 4), and (**E**) JonA (αIIbβ3) expression on platelets (*n* = 4). (**F**) Representative Seahorse glycolytic rate assay conducted on MKs following coculture with wild-type or Gap19-treated MSCs (*n* = 3). (**G**) Basal glycolysis levels of MKs from coculture (*n* = 3). (**H**) Compensatory glycolysis of MKs following coculture (*n* = 3). (**I**) RT-PCR analysis of glycolytic genes (*Pkm2*, *Pfkm*, *Hk1*, and *Slc3a3*) in MKs from cocultures with either C57BL/6 MSCs or C57BL/6 MSCs pretreated with Gap19 to inhibit CX43 expression (*n* = 3–4). *P ≤ 0.05, **P ≤ 0.01. Data were analyzed with 2-tailed, unpaired Student’s *t* test. Data are presented as mean ± SEM.

**Figure 4:**
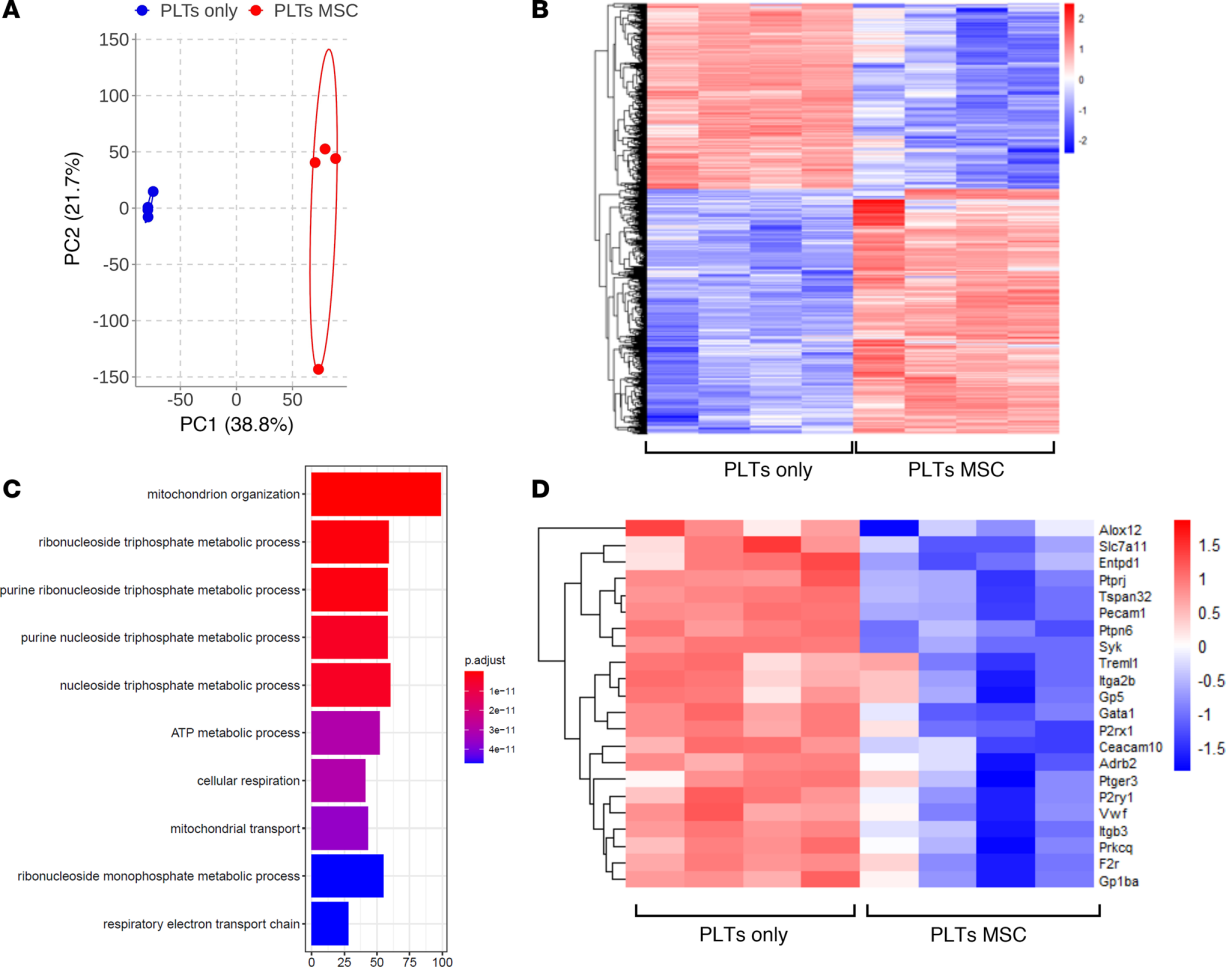
MSCs alter platelet transcriptomics signature. C57BL/6 murine MKs were cultured together with C57BL/6 MSCs or cultured alone. Platelets from cultures were pooled to conduct bulk RNA-Seq analysis (*n* = 4 mice per group). (**A**) Principal component analysis. (**B**) Top differentially expressed genes among platelets from cultures. (**C**) Top 10 pathways of differentially expressed genes in platelets from MK-MSC cocultures compared with MKs cultured alone. (**D**) Gene expression related to platelet aggregation in platelets from MK-MSC cocultures compared with MKs cultured alone.

**Figure 5:**
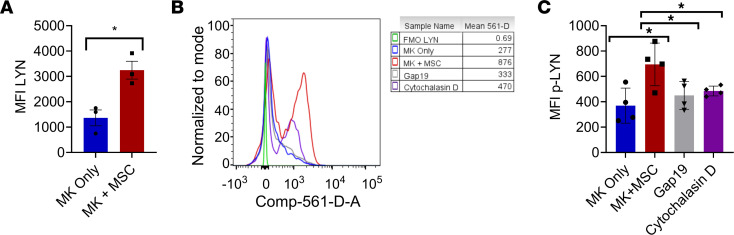
MSCs upregulate LYN signaling in platelets. C57BL/6 murine MKs were cultured together with C57BL/6 MSCs or cultured alone. Platelets from cultures were analyzed by flow cytometry for (**A**) total LYN mean fluorescence intensity (MFI). C57BL/6 murine MKs were cultured together with C57BL/6 MSCs, with Gap19-treated MSCs, cytochalasin D–treated MSCs, or cultured alone. (**B**) Histogram of p-LYN signal among platelets from cocultures. (**C**) MFI p-LYN signal among platelets from cocultures. *P ≤ 0.05. *n* = 3–4 mice. Data in **A** were analyzed with 2-tailed, unpaired Student’s *t* test. Data in **C** were analyzed by 1-way ANOVA with Tukey’s multiple comparison test. Data are presented as mean ± SEM.

**Figure 6:**
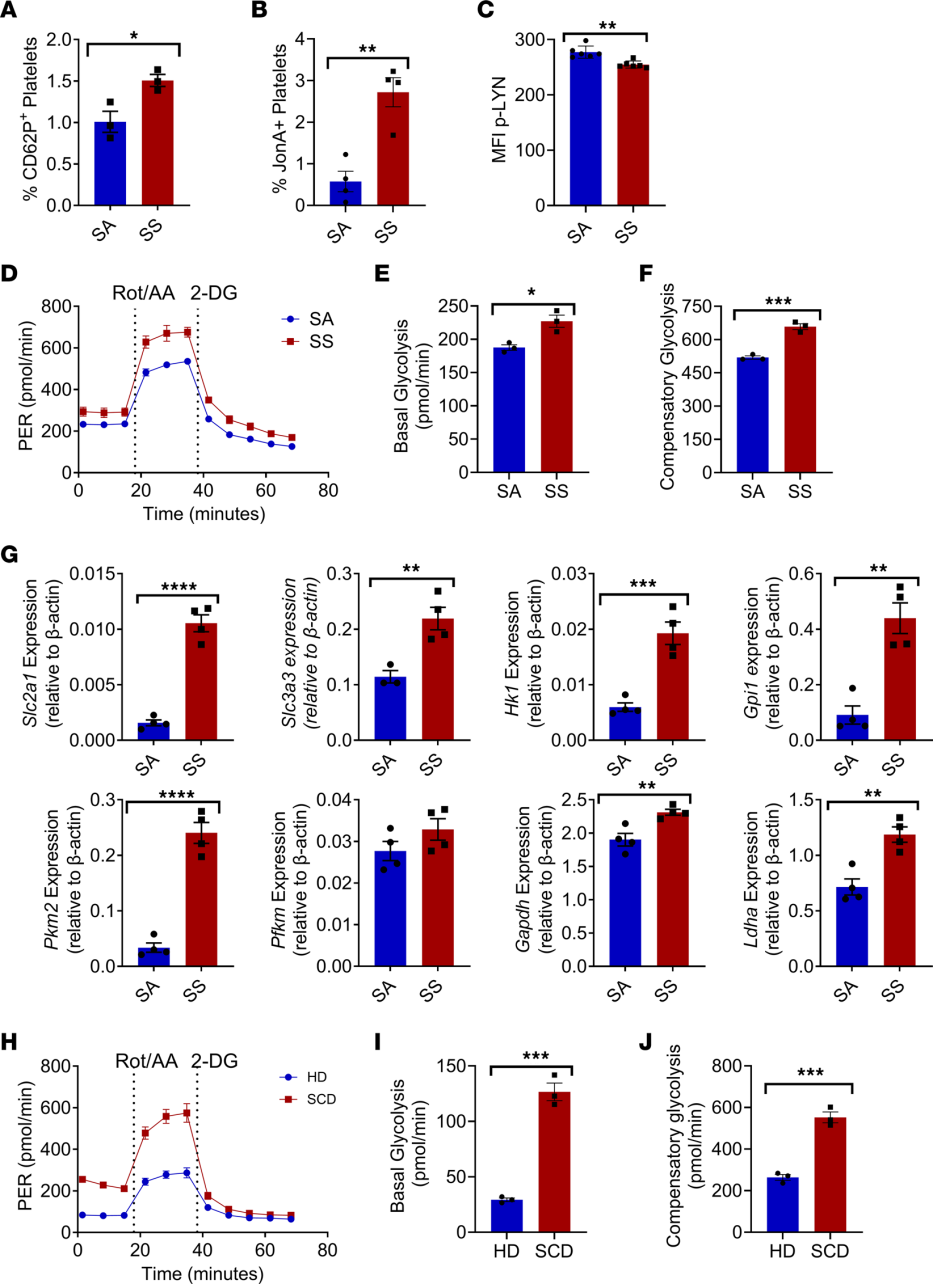
Activation and metabolic profile of platelets from SCD mice. Peripheral blood platelets from the Townes model of SCD or SA control mice were analyzed by flow cytometry for (**A**) CD62P expression (*n* = 3 mice) and (**B**) JonA expression (*N* = 4 mice). (**C**) Quantification of p-LYN expression by mean fluorescence intensity (MFI) (*n* = 6 mice). (**D**) Representative Seahorse glycolytic rate assay conducted on platelets from SCD mice compared with SA control mice (*n* = 3 mice). (**E**) Basal glycolysis levels (*n* = 3 mice). (**F**) Compensatory glycolysis levels (*n* = 3 mice). (**G**) Sorted MKs from SCD mice or SA control mice were analyzed by RT-PCR for glycolysis associated gene expression (*n* = 4 mice). Peripheral blood platelets from SCD or healthy donor patients were analyzed by (**H**) Seahorse glycolytic rate assay (*n* = 3). (**I**) Basal glycolysis levels of SCD platelets or healthy donor control platelets (*n* = 3). (**J**) Compensatory glycolysis of SCD platelets or healthy donor control platelets (*n* = 3). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Data were analyzed with 2-tailed, unpaired Student’s *t* test. Data are presented as mean ± SEM.

**Figure 7:**
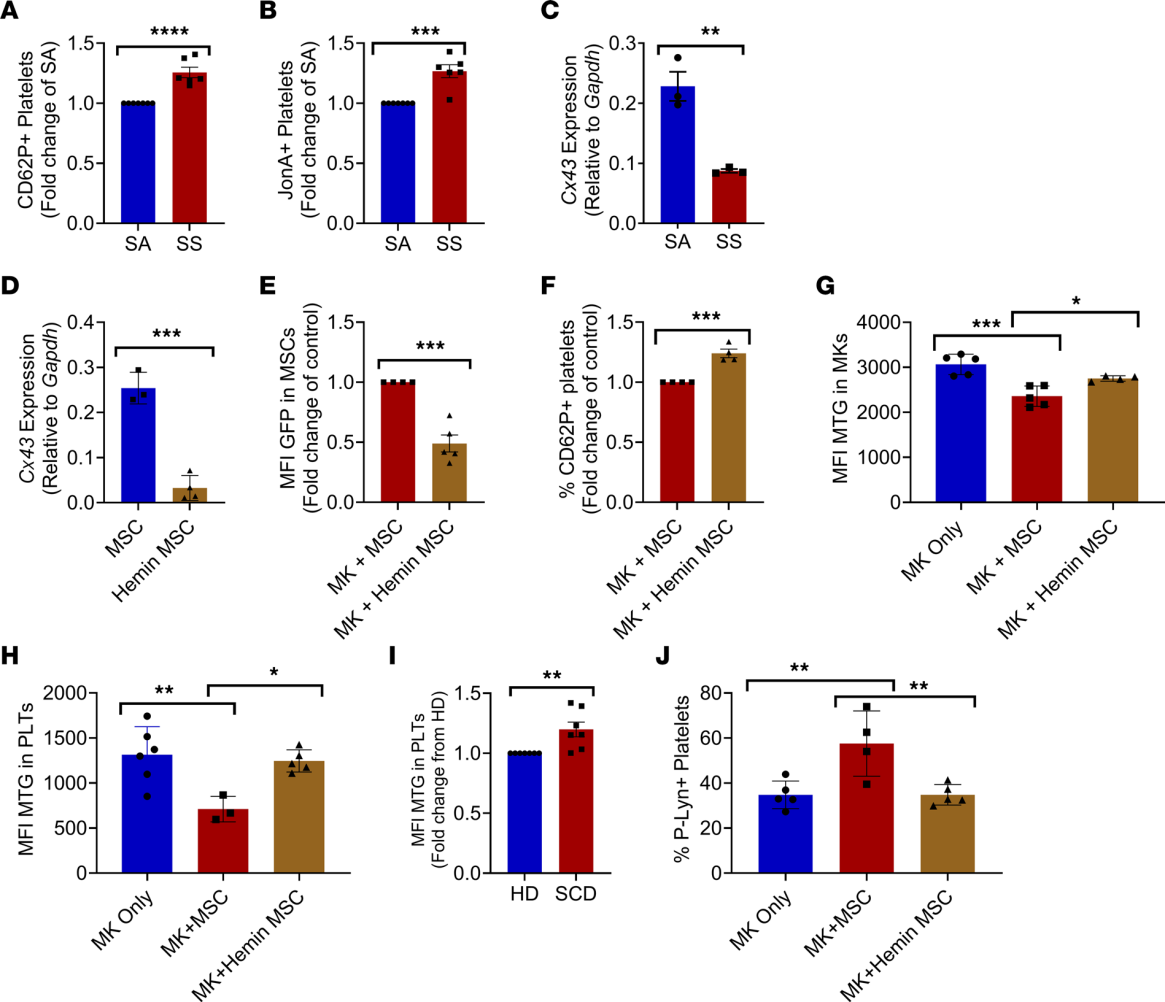
MSCs contribute to increased platelet activation in SCD. SA murine MKs were cultured together with MSCs from SS or SA mice. Platelets from cocultures were analyzed by flow cytometry for expression of (**A**) CD62P (*n* = 6) and (**B**) JonA (*n* = 6). SA or SS MSCs were analyzed by RT-PCR for expression of (**C**) *Cx43* (encoded by *Gja1*) relative to *Gapdh* (*n* = 3). (**D**) *Cx43* (encoded by *Gja1*) relative to *Gapdh* in 20 μM hemin-treated MSCs or vehicle control-treated MSCs (*n* = 3–4). *PhAM-floxed;E2a-cre* murine MKs were cultured together with hemin-treated MSCs or vehicle-treated MSCs. Following coculture, flow cytometry assessment of (**E**) mean fluorescence intensity (MFI) of PhAM signal in MSCs (*n* = 4–5). (**F**) Percentage of CD62P^+^ platelets from hemin-treated MSC MK cocultures normalized to the MK + MSC group (*n* = 4). C57BL/6 murine MKs cultured alone or together with vehicle-treated MSCs or hemin-treated MSCs. (**G**) Mitotracker green signal in MKs (*n* = 5) and (**H**) mitotracker green signal in platelets (*n* = 3-6). (**I**) Mitotracker green signal in peripheral blood platelets from patients with SCD or healthy donors (*n* = 7). (**J**) Flow cytometry analysis of P-LYN expression in murine platelets from cocultures of MKs only, MKs + MSCs, and MKs + hemin-pretreated MSCs (*n* = 4–5). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Data in **A**–**F** and **I** were analyzed with 2-tailed, unpaired Student’s *t* test. Data in **G**, **H**, and **J** were analyzed by 1-way ANOVA with Tukey’s multiple comparison test. Data are presented as mean ± SEM.

# Supplementary material for: Megakaryocytes transfer mitochondria to bone marrow mesenchymal stromal cells to lower platelet activation
**Source:** J Clin Invest. 2025 Feb 27;135(8):e189801. doi: 10.1172/JCI189801

Full unedited blot for Supplemental Figure 5A

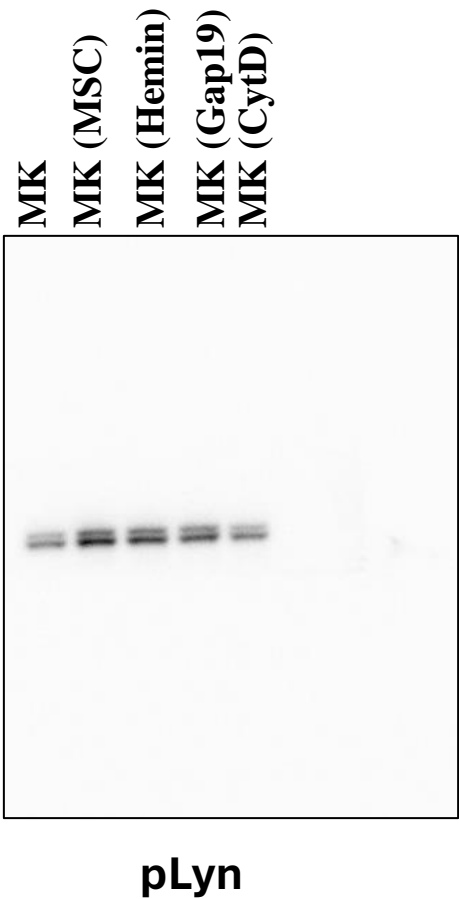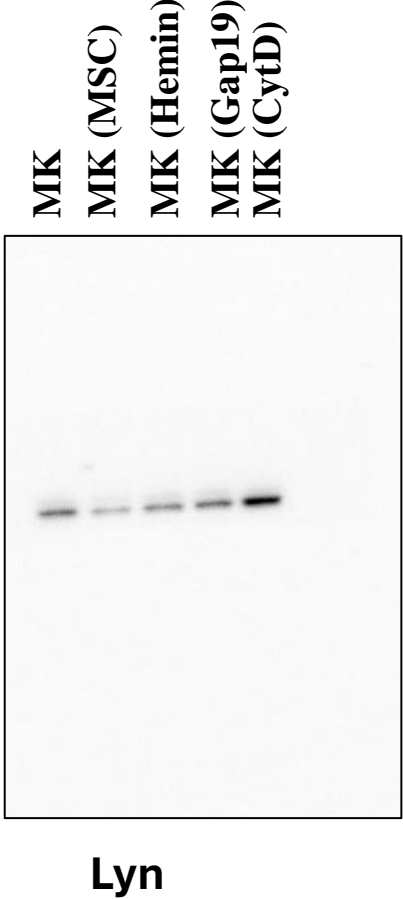

Full unedited blot for Supplemental Figure 5C

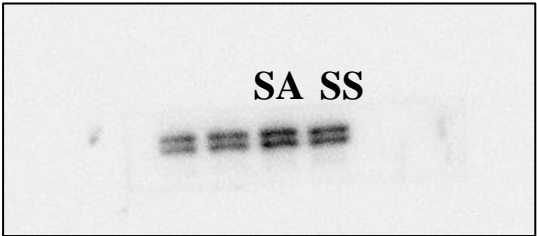

pLyn

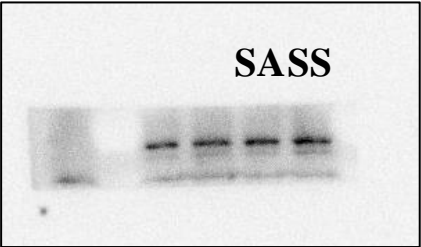

Lyn

Full unedited blot for Supplemental Figure 7B

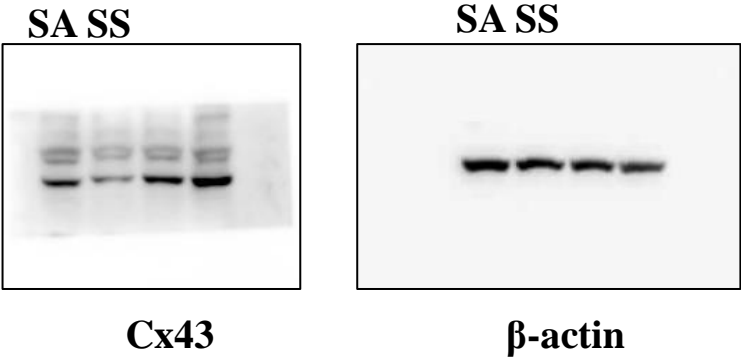

Full unedited blot for Supplemental Figure 9B

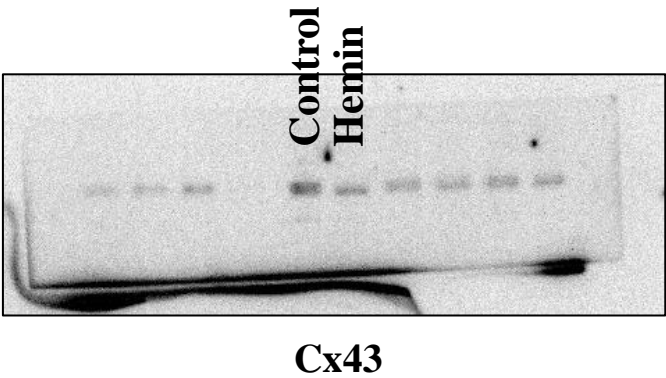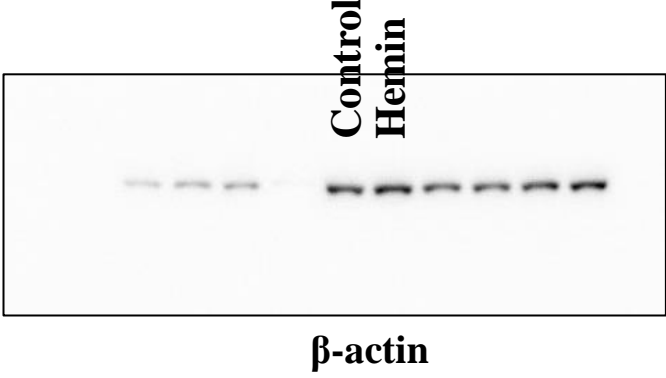

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

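Bulk RNA-Seq was performed on C57BL/6 murine MKs cultured alone (4 libraries) or together with MSCs (4 libraries) for 18 hours, with 5 wells pooled per library. The labels of the deposited libraries give the cells as MKs separated from platelets, and the paper gives them as platelets. Groups and replicate numbers were taken from the labels. The authors deposited raw counts per gene, which the methods derive from paired-end SMART-Seq HT libraries by fastp filtering and kallisto quantification on the mm10 transcriptome. The counts are whole numbers without normalization. How they were summed over transcripts, rounded or filtered, and whether strand was used, is not named in the paper's text, so overlapping and antisense genes and near-identical copies are uncertain. The lowest total of a gene over the 8 libraries was 11 counts.

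All values were computed from these counts. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (robust quasi-likelihood F test, TMM factors, filterByExpr), with all 8 libraries and no covariate. Genes were called at a fold change of at least 2, a Benjamini-Hochberg adjusted p of at most 0.05 and a mean of at least 1 CPM in at least 1 group, after the cutoffs of the paper, with CPM in place of TPM. Gene lists were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 15 lists, with an exact permutation test of the mean log2(CPM + 1) per library, and with Fisher's exact test among the called genes. Lists were written by hand, or taken from Reactome, because the paper's Gene Ontology annotation was not used here. Gene positions, lengths and GC content came from GENCODE vM21 on GRCm38, the build of mm10, where 13374 of the 13387 gene symbols had a length. Totals ran from 4939874 to 12523616 counts, and 3 counts correspond to between 0.24 and 0.61 CPM. Reads carry no molecular identifiers, so floors cover counting error only.

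The tests were run on simulated counts with the real library sizes, in which 200 genes were changed 8-fold. Of 11327 genes tested, edgeR called all 200 changed genes and 6 others, and DESeq2 1.42.0 called all 200 and 11 others. All simulated libraries shared the same mean profile and dispersion. Only genes with ample counts were changed, as many raised as lowered. No simulated library stood apart from its group as a deposited coculture did, so these rates do not carry over to the real calls.

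Before the data were examined, 15 alternatives were set for the count of called genes. They were DESeq2, other scalings (RLE, upper quartile, library size only, MK and platelet markers), other filters and CPM cutoffs, glmTreat, the replicate number as a block in edgeR and in DESeq2, 1 surrogate variable from sva 3.50.0, and a gene length correction with and without the block. Each of the 8 libraries was also left out in turn. Single genes were run under DESeq2, library size only, scaling to the markers, the block and the length correction, and with each library left out. Principal component analysis and the Fisher tests had alternatives of their own. The genes named were the 22 genes of Fig. 4D, 12 genes that the paper measured another way, the 5 largest rises and 5 largest falls among called genes with at least 10 CPM and no overlap between groups, and the highest gene of each marker list. Any other gene named was chosen after its values were seen, and the result of 1 of these genes is not reported here. The pairing comes from the replicate numbers in the labels, and the batches in the authors' DESeq2 design are not named in the paper's text. Python 3.11 with scipy 1.17.1 was used for permutation tests and principal component analysis. No library was left out of the reported values.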

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

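All tests in this part were chosen after the results were seen. Each measure was examined in each group of 4 libraries for a library far from the other 3. Of 142 groups examined, 27 held such a library, where chance gives 7.1, and 24 of the 27 were replicate 3 of the cocultures.

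Replicate 3 of the cocultures had counts on 10735 genes, the fewest of any library, although its total was the highest. Its scores (mean log2(CPM + 1) of a gene list) stood apart from the other cocultures at 8.09 for the respiratory chain, 7.77 for the TCA cycle, 9.68 for cytosolic ribosomal proteins, 5.12 for MSC markers, 6.80 for neutrophil markers, 3.49 for erythroid markers and 2.80 for B cell markers. Its PC1 score was 213.6 and its PC2 score 83.3. Among the Fig. 4D genes reported here, its log2(CPM + 1) stood apart at 5.51 for Alox12, 7.33 for Pecam1, 0.27 for Ceacam10, 6.32 for Ptger3, 0 for P2ry1, 5.19 for Itgb3, 7.17 for F2r and 0.14 for Gp1ba. Other values that stood apart there were 0.61 for Selp, 0.27 for Pfkm, 5.61 for Cpe, 10.6 for S100a8 and 2.48 for Ms4a1. In MKs cultured alone, the macrophage marker score of 2.78 in replicate 2, a log2(CPM + 1) of 8.40 for Gpi1 in replicate 1 and of 4.46 for Chil5 in replicate 3 stood apart. No explanation of these 3 values was tested.

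In replicate 3 of the cocultures 2652 genes were at 0. Its total was the highest, so lower depth did not apply. At its depth, the proportions of the other cocultures would leave 121.6 genes at 0. Genes at 0 with at least 10 counts in every other library numbered 232 among the shortest genes and 326 among the genes with middle GC content, when genes were divided into 3 equal classes, so neither gene length nor GC content alone accounts for them. Its MSC marker score of 5.12 lay above the highest score of MKs cultured alone, 1.91, which goes against an exchange with a culture without MSCs. When genes were divided into 4 equal classes by their level in the other cocultures, 0.657% of the highest class were at 0, against 51.3% of the lowest, a gradient that a library of few RNA molecules would show but that other explanations would show too. A further candidate explanation is that this library came from the platelet fraction. Across genes, its level correlated with those of coculture platelet libraries 2, 3 and 4 of the paper's Supplemental Table 1 at r = 0.669, 0.697 and 0.683, and with platelet library 1 at r = 0.618. Replicates 1, 2 and 4 of the cocultures correlated best with platelet library 1, at r = 0.790, 0.805 and 0.804. Their correlations with platelet libraries 2, 3 and 4 lay between 0.62 and 0.68, close to those of replicate 3. Replicate 3 thus stood apart mainly by its lower correlation with platelet library 1. The difference of replicate 3 from the other cocultures correlated with the difference of platelet libraries 2 to 4 from platelet library 1 at r = 0.444 across genes that are not independent. That split of the platelet libraries was taken from the same correlations, so the value restates them and tests nothing further. The table lists only genes the paper called. Neither few molecules nor an exchanged fraction was excluded, and the values cannot tell them apart. No biological explanation for a single replicate was tested.

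Marker genes of MSCs and macrophages are not among the genes that the paper's text discusses for its RNA-Seq data. The paper states that the MKs and MSCs isolated from cocultures were free of each other, and cites Supplemental Figure 1, which was not used here. In the deposited libraries the median log2 fold changes in the cocultures were 6.89 for MSC markers, where 11 of 13 genes had positive values, 9 were called higher and 1 was called lower, and 4.80 for macrophage markers, where 11 of 11 did and 10 were called. With the replicate block they were 6.85 and 4.74. The MSC marker called lower was Nt5e, with a log2 fold change of -3.66 (-3.93 with the block), a gene chosen after its values were seen. A candidate explanation is RNA of MSCs and other marrow cells in the coculture libraries. Added to an otherwise fixed mixture, such RNA would lower the MK and platelet markers. However, neutrophil and B cell markers fell too, and loss of neutrophil and B cell RNA would raise the MK and platelet markers. Their median log2 fold change was -0.37, with 6 of 15 genes above 0, and -0.73 without replicate 3 of the cocultures, where the list passed the camera test. Scaling to these markers gave 0.18, but holds them near 0 and is no test of their fall. Their score was lower in every coculture than in every library of MKs cultured alone, 5.15 against 5.92 (two-sided exact permutation test, adjusted p = 0.0357). The fall of the score is in the direction of that explanation, and the fall of Nt5e is not. Since the mixture was not otherwise fixed, neither fall decides for or against it. Expression of these genes by MKs cannot be told apart from RNA of other cells in bulk counts.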

How the results depend on the processing

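Leaving out the CPM cutoff of 1 is no test of a result, since 1 of the 11722 genes tested was under it, and neither CPM cutoff can move the median of a gene list. The cause of the changes was not tested except where stated.

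The number of differentially expressed genes, 2401, was within 1.5 times that value under the other alternatives run on all 8 libraries, among them the replicate block with 1669, but not with glmTreat (1121), 1 surrogate variable (4474) or gene length correction and replicate block (1237). Leaving out a library gave from 1634 to 4420. The genes called higher numbered 3171 when scaled to MK and platelet markers, 818 with glmTreat and 872 with length correction and replicate block, and 1071 to 2530 with a library left out. The genes called lower numbered 378 when scaled to the markers, 303 with glmTreat, 1392 with DESeq2 and replicate block, 2573 with 1 surrogate variable and 365 with length correction and replicate block, and 539 to 1890 with a library left out. Higher genes made up 64.3% of the calls, 42.5% with 1 surrogate variable, and 89.4% when scaled to the markers, which moved the median log2 fold change of all genes from 0.034 to 0.87. Length correction moved it to 0.27.

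Of the 22 Fig. 4D genes, 8 were called lower, against 3 when scaled to the markers, 2 with glmTreat, 4 with the replicate block, 17 with 1 surrogate variable, 5 with length correction, 2 with length correction and replicate block, and 5 to 14 with a library left out. Their median log2 fold change kept its sign and its side of the camera threshold under every alternative run, from -1.38 to -0.38. The median of respiratory chain genes kept both too, from 0.62 to 1.98. Relative to the median of all genes, scaling to the markers gave -1.24 for the Fig. 4D genes and 1.12 for respiratory chain genes. Subtracting that median undoes much of a scaling of whole libraries, so these values are no separate test. Length correction gave -1.19 and 0.62 relative to the median of all genes. The overlap with Supplemental Table 1 was 1007 genes, 803 with the replicate block and 753 to 1159 with a library left out.

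The rise of mitochondrial transport genes no longer passed the camera test with DESeq2 (0.53), glmTreat (0.54), DESeq2 with replicate block (0.36) or without replicate 3 of the cocultures (0.25), and ran from 0.25 to 0.66 with a library left out. The rise of mitochondrial organization genes did not pass with DESeq2 (0.54), glmTreat (0.54) or DESeq2 with replicate block (0.43). TCA cycle genes did not pass with DESeq2 (0.75), glmTreat (0.76), DESeq2 with replicate block (0.63) or without replicate 3 of the cocultures (0.36), and ran from 0.36 to 0.87 with a library left out. Cytosolic ribosomal genes did not pass with DESeq2 and replicate block (0.41) or length correction and replicate block (0.33), and ran from -0.092 to 1.05 with a library left out. The median of genes encoded by mitochondrial DNA ran from -0.068 to 0.59 with a library left out, and was 1.37 when scaled to the MK and platelet markers. MK and platelet markers had 0.18 when scaled to themselves, a setting that holds them near 0, passed the test at -0.99 with at least 10 counts in every sample and at -0.73 without replicate 3 of the cocultures, and ran from -0.73 to -0.26 with a library left out. MSC markers did not pass with at least 10 counts in every sample (1.02), a filter that removes every gene with fewer than 10 counts in any library and so is no test of a rise from near 0. Erythroid markers had 0.89 when scaled to the MK and platelet markers, passed the test at -2.00 without replicate 3 of the cocultures, and ran from -2.00 to -0.094 with a library left out.

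Ranges of odds ratios are those with a library left out. The odds ratio of respiratory chain genes among all called genes was 2.19, against 1.55 with DESeq2, 1.32 with the replicate block and 0.81 with length correction, and 0.23 to 3.74. Among genes called higher it was 3.74, against 2.14 with the replicate block and 1.24 with length correction, and 0.41 to 5.89. For mitochondrial transport genes it was 0.78, against 1.64 with Reactome sets and 0.32 to 1.05, and among higher genes 1.32, against 2.78 with Reactome sets and 0.55 to 1.58. For mitochondrial organization genes it was 1.42, against 0.85 with length correction and 0.59 to 1.59, and among higher genes 2.21, against 1.78 with DESeq2, 1.86 with the replicate block, 1.31 with length correction and 1.05 to 2.40. For Fig. 4D genes it was 2.22, against 1.34 with the replicate block, 1.31 with length correction and 1.89 to 3.11, and among lower genes 7.30, against 4.35 with the replicate block. The PC1 share was 57.3% with unit variance, 84.7% with the 500 most variable genes and 65.7% to 85.3% with a library left out.

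Among single genes, scaling to the MK and platelet markers turned the log2 fold change positive for Pecam1 (1.06), Itga2b (0.42), Gata1 (0.35), Ptger3 (0.53), Vwf (0.31), Prkcq (0.40), Hk2 (0.17) and Gpi1 (0.56). Relative to the median of all genes under that scaling, Pecam1 lay at 0.19 and the other 7 lay between -0.69 and -0.30. Subtracting that median undoes much of the scaling, so these values are no test against the markers. Length correction turned the log2 fold change positive for Pecam1 (0.99), Itga2b (0.17), Ptger3 (0.25) and Prkcq (0.18). Relative to the median of all genes under that correction, Pecam1 lay at 0.72, and Itga2b, Ptger3 and Prkcq stayed below it, at -0.10, -0.020 and -0.092. With the replicate block, Alox12 had -0.73 and Hbb-bs, which has a near-identical copy, -1.21. With a library left out, Alox12 ran from -1.65 to 1.11, Pecam1 from -2.05 to 0.025, Treml1 from -0.15 to 0.17, Gp5 from -0.24 to 0.23 and Hbb-bs from -2.00 to 1.07. In single genes, 24 other values no longer passed the threshold, 9 newly passed it and 305 kept their direction and their side of it.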

Differences from the paper's values

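The values of the paper are those of platelet libraries and the values here are those of the deposited MK libraries. In the principal component analysis the share of variance on PC1 was 65.8%, against the paper's share of about 39% in Fig. 4A, read by eye. Of the alternatives set before the data were examined, scaling each gene to unit variance gave 57.3%, which is within 1.5 times the paper's value. The others were not within it, at 60.6% with all genes with at least 1 count, 66.3% with RLE factors, 67.6% with a pseudocount of 0.1 CPM, 84.7% with the 500 most variable genes, and 65.7% to 85.3% with a library left out.

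The number of differentially expressed genes, 2401, was within 1.5 times the 2829 genes of the paper's Supplemental Table 1. It was not with glmTreat (1121), the replicate block (1669), 1 surrogate variable (4474) or length correction with replicate block (1237), nor in 5 of the 8 fits with a library left out, which ran from 1634 to 4420.

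Fig. 4D shows its 22 genes as lower in coculture platelets. In the deposited MK libraries, 19 of them had negative log2 fold changes and 8 were called lower by edgeR's quasi-likelihood test. Alox12, Treml1 and Gp5 had positive log2 fold changes of 0.69, 0.048 and 0.077. Alox12 was negative with the replicate block, at -0.73, and each of the 3 was negative with 1 library left out, as far as -1.65, -0.15 and -0.24. Genes not among the 8 were called lower in 4 settings. Itgb3 was called with DESeq2, with and without the replicate block. With 1 surrogate variable 17 genes were called, among them Alox12, Gata1, Gp1ba, Itgb3, P2rx1, P2ry1, Pecam1 and Prkcq. Without replicate 3 of the cocultures 14 were called, among them Alox12, Gata1, Gp1ba, P2ry1, Pecam1 and Prkcq. The paper reports more LYN protein in coculture platelets. In contrast, Lyn RNA had a log2 fold change of -1.34 in the deposited MK libraries and a negative one under each alternative run for single genes. Neutrophil and B cell markers also fell in these libraries, so the fall of Lyn RNA cannot be assigned to MKs. The paper reports lower glycolysis of MKs after coculture, measured with the Seahorse assay. In contrast, the RNA of the 16 glycolysis genes had a median log2 fold change of 0.87 in the deposited MK libraries, and a positive one under each alternative run. However, MSC and macrophage markers rose in these libraries, and the paper found MSCs to be more glycolytic after coculture. The RNA rise therefore cannot be assigned to MKs and is no test of the paper's MK result.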

Other observations

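The values in this part belong to the deposited MK libraries, while the paper's corresponding statements are about platelets. All tests of explanations were chosen after the results were seen. By edgeR's quasi-likelihood test, 2401 of 11722 genes were differentially expressed, 1544 higher and 857 lower in cocultures. Of the 35 ways to split the 8 libraries into 4 and 4, 1 gave as many genes, the real one. The other 34 gave 0 genes, with 7 to 893 genes at an unadjusted p of at most 0.05. Each of those 34 mixes both culture types within its groups, so a large real difference widens the spread there and lowers the calls. Their 0 genes thus do not measure false calls in the real split. Only 8 of the splits part all same-numbered pairs as the real one does, and 1 of those 8, the real one, gave as many, so that comparison cannot reach a share under 0.05. Same-numbered libraries deviated from their group means with a mean correlation of 0.142 and differently numbered ones with -0.0593, and with the replicate number as a block 1669 genes were called, 1096 higher and 573 lower, of which 1644 were called in the same direction without the block.

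The paper's Supplemental Table 1 lists 2829 genes with the rises first. Its first 1999 genes, 1611 higher and 388 lower in coculture platelets, were used here, and the other 830 were not, so the comparison is weighted to rises. Of the 1999, 1963 were tested, 1007 were called in the same direction, 803 with the replicate block, and 1 was called in the opposite direction. The log2 fold changes correlated across genes with r = 0.868 and rho = 0.856, as a description, and 95.2% had the same sign. A candidate explanation for the resemblance is that both tables describe the same libraries in other units. The highest correlation of library deviations, 0.429, goes against that.

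The largest rises among called genes were those of Lox, Cyp1b1, Plpp1, Cpe and Vgll3, which had no counts in any library of MKs cultured alone. Lox (chromosome 18, 52516067 to 52529867 on GRCm38) was at 882 ± 260 CPM (SD, n = 4) in cocultures, and Vgll3 at 264 ± 31.8 CPM. The floor of 3 counts was at most 0.61 CPM in MKs cultured alone, without the TMM factors that these CPM values include. The largest falls were those of Chil5, Gpr27, Siglecf, Prg3 and Prg2. Prg2 (chromosome 2, 84980461 to 84983632) fell from 1031 ± 264 to 27.0 ± 14.2 CPM (SD, n = 4), a log2 fold change of -5.26 (standard error 0.49, adjusted p = 0.000128 by edgeR), and -5.38 with the block. S100a8, which held the most counts of any gene in MKs cultured alone, had a log2 fold change of -3.46. All 11 neutrophil markers were called lower, with a median log2 fold change of -3.43 (-3.49 with the block), and 4 of 9 B cell markers were, with a median of -2.00 (-2.08 with the block).

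The median log2 fold change of respiratory chain genes was 0.93, with 69 of 78 above 0 and 28 called higher (camera adjusted p = 1.56e-07), and 0.87 with the replicate block. All 4 cocultures scored above all 4 libraries of MKs cultured alone. Genes matched on length and GC content had a median of 0.33, with 95% of such lists between 0.015 and 0.63, below that of the list. Without replicate 3 of the cocultures the median of the list was 0.62, and it still passed the camera test. Neither alone therefore accounts for the whole rise, and the 2 together were not tested. Without that replicate the odds ratio was 0.50 among genes called higher, against 3.74, and 0.23 among all called genes, against 2.19. The over-representation thus depends on which libraries are used. Mitochondrial organization genes had a median of 0.54, with 14 of 56 called higher (camera adjusted p = 0.00611), and mitochondrial transport genes 0.54, with 12 of 72 called higher (camera adjusted p = 0.0102). With the block they were 0.45 and 0.38. Mitochondrial ribosomal protein genes had a median of 0.69 and TCA cycle genes of 0.76, and with the block 0.62 and 0.65. Without replicate 3 of the cocultures the median of the mitochondrial ribosomal protein genes was 0.40, and they still passed the camera test. The organization, transport and TCA cycle genes did not pass the camera test with DESeq2, with or without the block, or with glmTreat. Without replicate 3 of the cocultures the transport genes (0.25) and the TCA cycle genes (0.36) did not pass it either, so their calls depend on that library. Lists of matched genes had a median of 0.13 for both the organization and the transport genes, with 95% of them between -0.25 and 0.51 and between -0.20 and 0.45, below the medians of those lists. Genes encoded by mitochondrial DNA had a median of 0.32 (camera adjusted p = 0.623), and 0.36 with the block. Cytosolic ribosomal protein genes had a median of 0.79, and 0.44 with the block, but -0.092 without replicate 3 of the cocultures, so their rise may rest on that library alone. Their matched genes had a median of 0.35, below that of the list. RNA of MSCs or macrophages as a source of the mitochondrial gene rise was not separable from a change within MKs in bulk counts.

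The 22 genes of Fig. 4D had a median log2 fold change of -1.19 (camera adjusted p = 3.53e-05), and -1.35 with the replicate block. Slc7a11, Entpd1, Ptprj, Tspan32, Ptpn6, Syk, Ceacam10 and F2r were called lower, and all 8 also had an adjusted p of at most 0.05 over the 22 genes alone, with the highest 0.0223. With the replicate block 4 of them were called. Slc7a11 (chromosome 3, 49892526 to 50443614) fell from 677 ± 159 to 150 ± 49.4 CPM (SD, n = 4), a log2 fold change of -2.17 (standard error 0.30, adjusted p = 0.00112 by edgeR), and -2.20 with the block. F2r fell from 666 ± 108 to 237 ± 63.1 CPM, a log2 fold change of -1.49, and -1.52 with the block. Slc7a11 and F2r were not called when libraries were scaled to MK and platelet markers (-1.18 and -0.73), nor was Slc7a11 with length correction (-1.26). Relative to the median of all genes these were -2.05, -1.59 and -1.53. Subtracting that median undoes much of the scaling, so -2.05 and -1.59 are no test against the markers. Itga2b, Gata1, Vwf, Ptger3 and Prkcq had negative log2 fold changes that were not called and that turned positive when libraries were scaled to MK and platelet markers, which moved the median of all genes to 0.87. Relative to that median they lay between -0.55 and -0.33, and the median of the 22 genes lay at -1.24. These values are no test against the markers either. Pecam1 was also negative, not called and turned positive, but it lay above that median, at 0.19. Dilution by RNA of other cells would lower the Fig. 4D genes no more than those markers. The Fig. 4D score minus the marker score was lower in every coculture than in every library of MKs cultured alone (two-sided exact permutation test, p = 0.0286, the smallest p possible), which goes against dilution alone. Matched genes had a median log2 fold change of 0.036, and without replicate 3 of the cocultures the median of the 22 genes was -1.29. Loss of neutrophil or B cell RNA that carries some of these genes was not tested, so the fall cannot be told apart from a change in the mixture of cells.

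Lyn RNA was at 294 ± 24.8 CPM (SD, n = 4) in MKs cultured alone and 116 ± 40.1 CPM in cocultures, a log2 fold change of -1.34 (adjusted p = 0.00492 by edgeR), and -1.40 with the block. Neutrophil and B cell markers also fell, so this fall cannot be told apart from a change in the mixture of cells. Lyn was not called when libraries were scaled to MK and platelet markers (-0.32) or with length correction (-0.48). Relative to the median of all genes these are -1.18 and -0.76. Subtracting that median undoes much of the scaling, so -1.18 is no test against the markers. Gja1, which encodes Cx43, rose from 5.27 ± 2.81 to 172 ± 54.5 CPM, a log2 fold change of 5.04 (adjusted p = 0.000153 by edgeR), and 5.13 with the block. The paper studies Cx43 on MSCs, and MSC markers rose too. The rise of Gja1 therefore cannot be told apart from RNA of MSCs and is not evidence of a change in MKs. The 16 glycolysis genes had a median log2 fold change of 0.87, with 14 above 0 and 7 called higher (camera adjusted p = 0.00247), and 0.80 with the block. Their score was higher in all 4 cocultures than in all 4 libraries of MKs cultured alone. The list passed the camera test under every alternative run, with medians from 0.76 to 1.89. Genes matched on length and GC content had a median of 0.38, and 95% of such lists lay between -0.31 and 1.04, a range that holds the median of the list. Relative to the median of all genes the list lay at 0.84, and at 0.71 with length correction, where it still passed the camera test, so gene length does not account for the whole rise. However, no correction for GC content was run, and the rise cannot be told apart from GC bias. MSC and macrophage markers rose as well, so the rise of glycolysis genes also cannot be told apart from RNA of those cells. Of its genes, Slc2a1, Pkm, Gapdh and Ldha were called higher, with log2 fold changes of 2.27, 1.25, 1.53 and 1.04, and with the block 2.25, 1.16, 1.36 and 1.03. Pkm and Ldha were not called with length correction (1.13 and 0.93, or 0.86 and 0.66 relative to the median of all genes), and Pkm, Gapdh and Ldha were not called in the fit with a library left out that gave the lowest value (0.80, 0.99 and 0.97). Hk1, Hk2, Pfkm and Gpi1 were not called, with 0.28, -0.54, 0.82 and -0.51, and the signs of Hk2 and Gpi1 turned when libraries were scaled to MK and platelet markers. Selp had a log2 fold change of 0.83 and mt-Nd1 of 0.54 (0.32 and 0.62 with the block), and neither was called. Selp was at 0.52 CPM in replicate 3 of the cocultures and between 21.4 and 24.8 CPM in the other cocultures. In MKs cultured alone it was between 9.08 and 11.2 CPM. In the fit with a library left out that gave the highest value, Selp (1.22) and Pfkm (1.18) were called higher. Their lack of a call therefore depends on which libraries are used. Pf4, the highest of the MK markers, was at 838 ± 209 and 1067 ± 361 CPM (SD, n = 4 each), and the libraries of the groups overlapped.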
